# D-Glucosamine supplementation extends life span of nematodes and of ageing mice

**DOI:** 10.1038/ncomms4563

**Published:** 2014-04-08

**Authors:** Sandra Weimer, Josephine Priebs, Doreen Kuhlow, Marco Groth, Steffen Priebe, Johannes Mansfeld, Troy L. Merry, Sébastien Dubuis, Beate Laube, Andreas F. Pfeiffer, Tim J. Schulz, Reinhard Guthke, Matthias Platzer, Nicola Zamboni, Kim Zarse, Michael Ristow

## Abstract

D-Glucosamine (GlcN) is a freely available and commonly used dietary supplement potentially promoting cartilage health in humans, which also acts as an inhibitor of glycolysis. Here we show that GlcN, independent of the hexosamine pathway, extends *Caenorhabditis elegans* life span by impairing glucose metabolism that activates AMP-activated protein kinase (AMPK/AAK-2) and increases mitochondrial biogenesis. Consistent with the concept of mitohormesis, GlcN promotes increased formation of mitochondrial reactive oxygen species (ROS) culminating in increased expression of the nematodal *amino acid-transporter 1* (*aat-1*) gene. Ameliorating mitochondrial ROS formation or impairment of *aat-1*-expression abolishes GlcN-mediated life span extension in an NRF2/SKN-1-dependent fashion. Unlike other calorie restriction mimetics, such as 2-deoxyglucose, GlcN extends life span of ageing C57BL/6 mice, which show an induction of mitochondrial biogenesis, lowered blood glucose levels, enhanced expression of several murine amino-acid transporters, as well as increased amino-acid catabolism. Taken together, we provide evidence that GlcN extends life span in evolutionary distinct species by mimicking a low-carbohydrate diet.

## Abstract (web summary)

D-Glucosamine is a dietary supplement widely used for the treatment of osteoarthritis. Here Weimer *et al.* show that D-glucosamine extends the life span of *Caenorhabditis elegan*s and of mice by mimicking the molecular effects of a diet low in carbohydrates.

D-Glucosamine (GlcN) (2-amino-2-deoxy-D-glucose, CAS 3416-24-8) is being widely used to prevent and treat osteoarthritis in humans and, according to a number of clinical studies^1^,^2^, may be effective in this regard. However, mounting evidence suggests that GlcN may be ineffective in ameliorating symptoms and parameters of osteoarthritis^3^. Nevertheless, GlcN has been in long-term use in humans for several decades and induces no relevant side effects aside from occasional allergic reactions.

GlcN in its endogenously phosphorylated form, GlcN-6-phosphate, is a well-established inhibitor of both hexokinase^4^ (EC enzyme number 2.7.1.1) and, in particular, its predominant liver-specific functional isoform, glucokinase^5^ (EC 2.7.1.2), thereby reflecting the initial step within the enzymatic breakdown of glucose to form pyruvate and ATP, which is called glycolysis. Accordingly, short-term administration of high-dose GlcN to model systems^6^,^7^,^8^ or humans^9^,^10^ acutely impairs glucose metabolism that resembles some of the metabolic features of diabetes mellitus. By contrast, chronic GlcN intake has no detectable influence^11^, or even blood glucose-lowering^12^ effects in humans.

Long-term inhibition of glycolysis, by either applying RNA interference (RNAi) to impair expression of glycolytic enzymes^13^,^14^,^15^, with the application of 2-deoxy-D-glucose (DOG)^15^, or by impeding insulin/IGF1 receptor signalling^16^ uniformly extends the life span of *C. elegans*, whereas increased glucose availability reduces nematodal life span^15^,^17^,^18^. As none of these aforementioned interventions are readily available for use in humans to extend life span, and particularly owing to the fact that DOG unexpectedly shortens life span of rodents^19^,^20^, we have now tested whether GlcN could promote healthspan in *C. elegans* and rodents.

We here find that GlcN inhibits glycolysis to cause an energy deficit that induces mitochondrial biogenesis and alternate fuel use, namely amino-acid oxidation. This is paralleled by an extension of life span in both *C. elegans* and ageing mice, the latter also showing improved glucose metabolism. These findings implicate that GlcN supplementation may be a versatile approach to delay ageing in humans.

## Results

### GlcN impairs glycolysis and extends life span in nematodes

First we have analysed whether GlcN affects growth rates of *C. elegans* food source, alive *Escherichia coli* strain OP50, and found no impact of GlcN on bacterial growth or doubling time (Supplementary Fig. 1a,b). We subsequently determined whether GlcN at a pharmacologically relevant concentration of 100 μM impairs glucose metabolism in wild-type nematodes (*C. elegans* strain Bristol N2), and found glucose oxidation rates to be reduced by 43% (Fig. 1a), indicating that GlcN impairs glucose metabolism, however, to a much lesser extent than DOG does, as previously shown^15^. We then exposed N2 nematodes to the same concentration of GlcN and found their life span to be increased (Fig. 1b) (see Table 1 for life span details, applies to all subsequent *C. elegans* life span analyses; see Supplementary Fig. 1c–e for individual results for data summarized in Fig. 1b). Performing life span assays in a blinded manner produced identical results (Supplementary Fig. 1f). Lower concentrations of GlcN extended life span to a lesser extent (10 μM: mean life span +2.26%,), whereas a higher concentration (1 mM; Tbl. 1) did not extend life span further than the previously determined concentration of 100 μM (Fig. 1b). To further test the possibility that *E. coli*-derived metabolites of GlcN may influence the effects on *C. elegans* longevity, we performed life span assays on heat-inactivated bacteria (Supplementary Fig. 1g) that essentially showed the same results as on alive *E. coli* (Fig. 1b).

### GlcN causes an ATP deficit and promotes mitochondrial biogenesis

We next found that exposure to GlcN for 24 h causes a pronounced decrease in nematodal ATP content (Fig. 1c). A decrease in ATP, that is, available energy, typically activates energy sensors such as AMP-activated protein kinase (AMPK, and its regulatory subunit being known as AAK-2 in nematodes^21^) or, indirectly, specific sirtuins (SIR-2.1 being the key isoform in nematodes). Accordingly, we found increased threonine phosphorylation of AAK-2 following exposure to GlcN (Fig. 1d), indicating activation of a *C. elegans* orthologue of AMPK^21^, while no antibody to detect basal AAK-2 protein expression was available. Consequently, the effect of GlcN on life span was negated in a strain deficient for AAK-2 (Fig. 1e), whereas GlcN still had an effect, albeit reduced, on life span in a strain deficient for SIR-2.1 (Fig. 1f). This indicates that AMPK/AAK-2 activation is required for the life span-extending capabilities of GlcN, whereas SIR-2.1 appears in this regard to be potentially involved, although less essential.

Activation of AMPK is known to promote mitochondrial biogenesis in mammalian tissues^22^. We consistently observed an increase in nematodal content of mitochondrial DNA (mtDNA) (Fig. 1g), reflecting increased mitochondrial mass, that is, increased biogenesis.

### GlcN transiently induces mitochondrial reactive oxygen species formation

AMPK activation typically leads to increased mitochondrial respiration as a consequence of increased mitochondrial biogenesis, thereby reflecting increased metabolism of non-glycolytic substrates, namely fatty acids and amino acids^22^. An increase in mitochondrial respiration following addition of GlcN was consistently observed (Fig. 1h). Reactive oxygen species (ROS) are considered necessary by-products of mitochondrial respiration, and increased respiration causes elevated levels of mitochondrial ROS. We therefore quantified ROS formation using two independent methods and found increases in ROS levels after 48 h of GlcN exposure (Fig. 1i,j), which, notably, is in accordance with findings from *Arabidopsis thaliana* regarding increased ROS levels following GlcN exposure in a hexokinase-dependent manner^23^. However, the ROS levels of *C. elegans* were found to be decreased 7 days after initiation of GlcN exposure (Fig. 1i,j). We found the activities of ROS defence enzymes, specifically superoxide dismutase (Fig. 1k) and catalase (Fig. 1l), to increase 7 days after the addition of GlcN, suggesting that the mitochondrial ROS signal at 48 h (Fig. 1i,j) induces an adaptive response to promote an endogenous defence mechanism alleviating increased ROS levels at 7 days. We next posited whether this increase in ROS defence capacity could possibly contribute to an increased resistance against paraquat (PQ) stress. GlcN-treated worms survived PQ exposure better and longer than their untreated counterparts (Fig. 1m), indicating that GlcN induces a resistance to stress that may contribute to the extension of life span.

### Antioxidants prevent GlcN-mediated life span extension

Mitochondrial ROS signalling in nematodes^15^,^24^ and, in particular, mitohormesis^15^,^25^ suggests that a low-dose, transient increase in ROS formation promotes metabolic health and life span^26^,^27^,^28^, thereby questioning the free radical theory of ageing^29^. To test whether the increase in ROS (Fig. 1i,j) is essential for a GlcN-mediated extension of life span, we repeated the initial life span experiment (Fig. 1b) in the presence of the antioxidants butylated hydroxyl anisole (BHA) and N-acetyl-cystein (NAC), respectively. Although neither BHA (Fig. 2a) nor NAC (Fig. 2b) had a detectable effect on *C. elegans* life span in the absence of GlcN, the life span-extending capabilities of GlcN were nullified in the presence of BHA or NAC (Fig. 2c,d). This indicates that the transient increase in ROS (Fig. 1i,j) is required for the extension of life span caused by GlcN, thus providing additional support for adaptive ROS signalling^26^,^30^ or mitohormesis^27^,^28^ or both.

### ROS signals are transduced by p38/PMK-1 and NRF-2/SKN-1

Next, we questioned how this essential ROS signal may be sensed and transcriptionally transduced. We initially analysed phosphorylation of a previously established ROS sensor^31^,^32^, p38 MAP kinase, which is called PMK-1 in nematodes, and found increased phosphorylation in GlcN-treated worms (Fig. 2e) while an antibody against basal p38 was not available. GlcN consistently failed to extend the life span of nematodes that are deficient for PMK-1 (Fig. 2f), indicating that the activation of p38 is required to extend life span with GlcN. We then tested whether the absence of downstream transcription factors such as DAF-16 or SKN-1, orthologues of mammalian FoxO and NRF-2, respectively, would influence GlcN effects on life span. We observed a marginally significant effect of GlcN on DAF-16-deficient worms (Fig. 2g), whereas the lack of SKN-1 fully negated the effects of GlcN on life span, even resulting in a shortened life span following GlcN treatment (Fig. 2h). This indicates that SKN-1/NRF-2-dependent initiation of transcription is involved in the GlcN-mediated elongation of *C. elegans* life span.

### GlcN activates identical pathways in worms and mammalian cells

The inhibition of glycolysis by DOG feeding markedly reduces rodent life span^19^ while other glycolytic inhibitors have not yet been tested in this regard. Despite these discouraging findings, we here have tested the effects of GlcN treatment on HepG2 human hepatoma cells and found that GlcN reduces ATP content in such cells (Fig. 3a), which is consistent with GlcN acting as a glycolytic inhibitor^4^,^5^ and reflects the findings in nematodes (Fig. 1c). We next analysed whether pathways contributing to the extension of life span in nematodes could be similarly activated in hepatic cells. We found that GlcN treatment increases Thr172-phosphorylation of AMPK (Fig. 3b) as well as Thr180/Tyr182-phosphorylation of p38 (Fig. 3b) in HepG2 cells, reflecting the findings in nematodes (Figs 1d and 2e, respectively).

### GlcN supplementation extends life span of ageing mice

Based on these promising *ex vivo* observations, we then chronically exposed C57BL/6NRj mice of both sexes, starting at an age of 100 weeks, to GlcN. As the prominent finding of the current study, we observed that GlcN increased the life span of aged mice (Fig. 3c). Both log-rank as well as Cox regression analyses indicated significant differences between controls and GlcN-treated rodents (log-rank: *P*=0.002; Cox regression: *P*=0.01). When applying log-rank statistics to both sexes in separate analyses, it appeared that the response was more pronounced in females (Fig. 3d) than in males (Fig. 3e). Nevertheless, the interaction term for ‘treatment by sex’ within Cox Regression analyses turned out to be insignificant (*P*=0.716), unambiguously indicating that GlcN promotes the life span of both females and males, independent of sex. Calculation of maximum life span^33^ was performed by applying both the Fisher’s exact test and the Z-pooled exact unconditional test. Both tests indicated that maximum life span was extended by GlcN treatment (Fisher’s *P*=0.0143 for 90th percentile, and Z-pooled *P*=0.01255).

### GlcN affects glucose metabolism and mitochondrial biogenesis

We found that food uptake was unaffected not only by the GlcN application but also in regard to the aforementioned interaction term applying two-way analysis of variance (ANOVA) (Fig. 4a and Supplementary Fig. 2a,b). Not surprisingly, GlcN consumption increased blood plasma levels of the compound to the pharmacologically achievable concentrations of ~2 μM (Fig. 4b and Supplementary Fig. 2c,d), as analysed by HPLC. When quantifying the GlcN metabolite GlcN-6-phosphate^4^,^5^, which acts as the competitive inhibitor of glycolysis, by mass spectroscopy, we observed an increase following GlcN consumption (Fig. 4c). The interaction term rejected a sex-specific effect (Supplementary Fig. 2e,f). No differences in murine body mass or body composition were observed before or after treatment with GlcN (Fig. 4d–f and Supplementary Fig. 2g–l).

Treatment of *C. elegans* with GlcN increased nematodal mtDNA content (Fig. 1g). Similarly, we observed an increase in mtDNA content in liver specimen from GlcN-treated mice (Fig. 4g). With the interaction term ‘treatment by sex’ gaining significance (F[1,21]=11.389, *P*=0.003, two-way ANOVA), this effect appears mainly attributable to females (Supplementary Fig. 2m,n). Energy expenditure was then quantified by indirect calorimetry. Although no effect of GlcN feeding on the combined group was detected (Fig. 4h), a trend emerged where female mice appeared to respond to GlcN differently than males (Supplementary Fig. 2o,p).

Chronic GlcN intake has no detectable^11^ or even blood glucose-lowering^12^ effects in humans. We consistently found that GlcN lowered blood glucose in the random fed state (Fig. 4i, left pair of bars), whereas fasting blood glucose levels were not different (Fig. 4i, right pair of bars). No sex-specific effects were observed applying two-way ANOVA statistics for the interaction term ‘treatment by sex’ (Supplementary Fig. 3a,b). Nevertheless, there were no observable differences in glucose tolerance tests (Supplementary Fig. 3c–h). As previously shown, the administration of high-dose GlcN to model systems may cause insulin resistance^6^,^7^,^8^. Accordingly, insulin tolerance tests in GlcN-treated mice revealed a limited degree of insulin resistance at specific time points (Supplementary Fig. 3i–k), whereas the corresponding areas under the curve were different by trend only (Supplementary Fig. 3l–n). There were no observable differences for serum levels of triglycerides (Supplementary Fig. 3o–q), free fatty acids (Supplementary Fig. 3r–t), total cholesterol (Supplementary Fig. 3u–w) or alanine aminotransferase (Supplementary Fig. 3x–z).

### GlcN acts independent of the hexosamine pathway

As GlcN-feeding caused increases in GlcN plasma levels (Fig. 4b) and GlcN-6-phosphate concentrations in liver specimen (Fig. 4c), we next tested whether, in addition to inhibiting glycolysis^4^,^5^ (Fig. 1a), metabolites of GlcN-6-phosphate within the hexosamine pathway^34^ (Fig. 5a) contribute to the life span-extending phenotype observed. Unexpectedly, there was no discernable variation in concentrations of the key metabolite UDP-N-acetyl-GlcN (UDP-GlcNAc) (Supplementary Fig. 4a–c) within liver samples, as determined by mass spectroscopy. This insinuates that acetylated metabolites of GlcN-6-phosphate are unlikely to contribute to GlcN-mediated extensions of life span. To further test this, we aimed to disrupt the enzyme GlcN-6-phosphate-N-acetyltransferase (EC 2.3.1.4) (Fig. 5a) that acetylates the GlcN-6-phosphate. Unfortunately, at least two independent genes in worms (Worm Base accession codes *B0024.12* and *T23G11.2*) encode this enzyme^35^ (Fig. 5a), precluding an RNAi-based knockdown approach and appropriate mutants being unavailable. We chose alternatively to impair expression *F21D5.1*, the only *C. elegans* orthologue of mammalian phospho-acetyl-GlcN-mutase (E.C. 5.4.2.3) (Fig. 5a), with RNAi. Such treatment had no effect on the life span-extending capabilities of GlcN treatment in nematodes (Fig. 5b), indicating that inhibition of glycolysis, rather than increased hexosamine metabolism, is responsible for the phenotype observed.

### GlcN induces expression of amino-acid transporters in both species

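RNA from whole *C. elegans* was sequenced from 6 control libraries and 6 libraries of worms exposed to 100 µM GlcN. The methods start the exposure 64 h after synchronization, in young adults, and the sample labels give an age of 48 h after the L4 stage. Libraries were made with the TruSeq kit and read as single reads of 50 nt on a HiSeq2000, with 4 libraries per lane. The authors mapped the reads to ce10 with TopHat 1.4.1, kept uniquely mappable reads and counted them over RefSeq genes with HTSeq in its union mode. The paper's text gives neither the version of HTSeq nor its strand setting. The deposited values are raw counts for 19911 genes, of which 18698 had at least 1 count.
Total counts ranged from 12.1 to 25.0 Mio in the control libraries, with a median of 14.6 Mio, and from 13.9 to 18.1 Mio in the GlcN libraries, with a median of 15.4 Mio. The paper states 30 to 40 Mio reads per sample, and the values here rest on the counts assigned to genes. The group means printed in Supplementary Data 2 were met by the 6 control libraries and 5 GlcN libraries, with library 11 left out, to within 0.000487%, while the next best choice of libraries was off by 36.4%. The paper's text does not say why library 11 is absent. The values below come from these libraries first and then from all 12.
Counts were scaled by the trimmed mean of M values (TMM) and given as counts per Mio (CPM). Genes were kept by edgeR's filterByExpr (minimum count 10, minimum total 15) and compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The biological coefficient of variation was 14.6%. In data simulated on these libraries, the test found 44 of 67 genes changed 1.5-fold and 62 of 67 genes changed 2-fold.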

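Livers of 6 control mice and of 6 mice fed GlcN at 10 g per kg of diet were sequenced, mapped to mm10 and counted in the same way. The paper starts the diet at an age of 100 weeks, and the sample labels give an age of 108 weeks. The labels do not give the sex of the animals, and the paper fed mice of both sexes. The deposited counts cover 23337 genes, of which 17966 had at least 1 count. Total counts ranged from 12.2 to 18.1 Mio in the control livers, with a median of 14.8 Mio, and from 12.25 to 21.9 Mio in the livers of GlcN-fed mice, with a median of 13.7 Mio. The group means of Supplementary Data 1 were met by all 12 livers. Counts were scaled, filtered and tested as for the worms. The livers varied more than the worm libraries, with a biological coefficient of variation of 37.1%. In data simulated on these livers, 31 of 67 genes changed 2-fold and 58 of 66 genes changed 4-fold were found. The simulation drew each gene on its own, without differences shared by many genes of a liver, so these rates need not hold for the real livers.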

To potentially identify further downstream mechanistic pathways aside from AMPK activation and increased adaptive mtROS signalling via activation of p38 (Figs 1d,e; 2e,f and 3b), we next performed RNA next-generation sequencing analyses on whole-worm extracts as well as liver specimen from mice. 

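In GlcN-treated worms, many transcripts of the cuticle, of hedgehog-related secreted proteins and of sensory cilia rose, and transcripts of 3 heat-shock proteins fell. *cut-3*, which encodes a cuticlin, rose from 8.17 ± 1.84 CPM (SD, n = 6) to 36.6 ± 7.67 CPM (SD, n = 5), a log2 fold change of 2.17 (standard error 0.16, adjusted p = 1.03e-07 from edgeR's quasi-likelihood test). The cuticle collagen *col-165* rose from 11.4 ± 1.90 CPM to 40.6 ± 5.28 CPM, a log2 fold change of 1.84 (standard error 0.13, adjusted p = 6.74e-08 from the same test). The stress-induced chaperone *hsp-16.41* fell by 2.50 on the log2 scale, from 8.44 ± 1.59 CPM to 1.49 ± 0.432 CPM (standard error 0.18, adjusted p = 6.74e-08 from the same test). In all, 672 of 12737 tested genes were higher, by a median of 1.73-fold, and 29 were lower, by a median of 1.57-fold. With all 12 libraries, 700 of 12640 genes were higher and 22 lower.
Of 33 tested genes of cilia and intraflagellar transport, 15 rose and 0 fell (26 higher when adjusted over the list alone). Among them, the transition-zone gene *nph-1* had a log2 fold change of 0.79, the cytoplasmic dynein heavy chain *che-3* of 0.81 and *bbs-2*, a gene of the Bardet-Biedl syndrome protein complex, of 0.80. Worm cilia belong to sensory neurons, and of 21 neuronal genes 20 had a positive log2 fold change, with a median of 0.28 and 0 past the test (adjusted p = 0.00258 from camera, adjusted p = 0.426 with an estimated correlation). Of 24 cuticlins and cuticlin-like genes, 9 rose (19 over the list alone), including *cut-5* with 1.12 and *cut-6* with 1.17. Of 54 hedgehog-related and patched-related genes, 23 rose and 0 fell (27 higher and 1 lower over the list alone), among them *grl-15* with 1.61, *grl-5* with 1.76, *wrt-1* with 1.27 and *ptr-18* with 1.16. Of 28 genes of moulting and the apical matrix, 11 rose (18 over the list alone), such as the lipocalin-related *lpr-4* with 0.96 and the patched-related *daf-6* with 1.02. Of 7 genes of pharyngeal glands and the pharyngeal cuticle, *phat-5* with 1.85, *phat-2* with 1.55, *abu-11* with 1.28 and *phat-4* with 0.90 rose (4 over the list alone).
The cuticle collagens went both ways. Of 86 tested, 17 rose and 6 fell (23 higher and 17 lower over the list alone), with *col-74* at a log2 fold change of 1.78 and *col-139*, *col-81* and *col-129* at -0.93, -1.25 and -0.86. Of the 6 collagens of the annular furrows, *dpy-2* with 0.56, *dpy-7* with 0.50 and *dpy-10* with 0.51 rose (4 over the list alone). Of 10 heat-shock genes, *hsp-16.41*, *hsp-70* with -1.82 and *hsp-16.2* with -2.14 fell and 0 rose (3 lower over the list alone). The small heat-shock genes and many collagens have close copies, so reads may be shared or lost between them. The other genes with the smallest p were *pqn-95* (log2 fold change 1.63), *C02E7.6* (1.44), *C50D2.1* (1.71), *C14A4.9* (1.66), *F58E6.3* (1.43) and *F09F9.2* (1.55) among those that rose, and *F45E1.3* (-0.65), *R11A5.3* (-0.58), *C01G10.4* (-0.73) and *Y54G9A.4* (-0.63) among those that fell. With library 11 included, *C01G10.4* and *Y54G9A.4* no longer passed (adjusted p = 0.217 and 0.234 from the same test).
As sets against all other genes, the cilia (adjusted p = 4.13e-18 from limma's camera with a preset correlation of 0.01), cuticlin (2.83e-15), hedgehog-related (1.75e-14), moulting (9.04e-13), pharyngeal (1.97e-05) and furrow collagen (0.000475) lists were higher and the heat-shock list (1.35e-05) was lower. With an estimated correlation the hedgehog-related (adjusted p = 0.0500, just above the threshold), moulting (adjusted p = 0.143) and furrow collagen (adjusted p = 0.110) calls were lost. With all 12 libraries and an estimated correlation the pharyngeal call was lost too (adjusted p = 0.0665 from camera), and the hedgehog-related list passed (adjusted p = 0.0357). Several lists were written with the paper's tables in view, so their direction is not independent evidence. All 31 transcripts of the germ line and oocyte had a negative log2 fold change, with a median of -0.16 and 0 past the test (adjusted p = 0.0107 from camera, adjusted p = 0.699 with an estimated correlation). Their list median per library, in log2 units from the median of the other libraries, ranged from -0.37 to 0.45 in the controls and from -0.47 to 0.18 with GlcN, with -1.16 in library 11. limma's voom called 1560 genes higher and 1151 lower, and without library 12 the count of lower genes was 16.

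**Figure D1:**
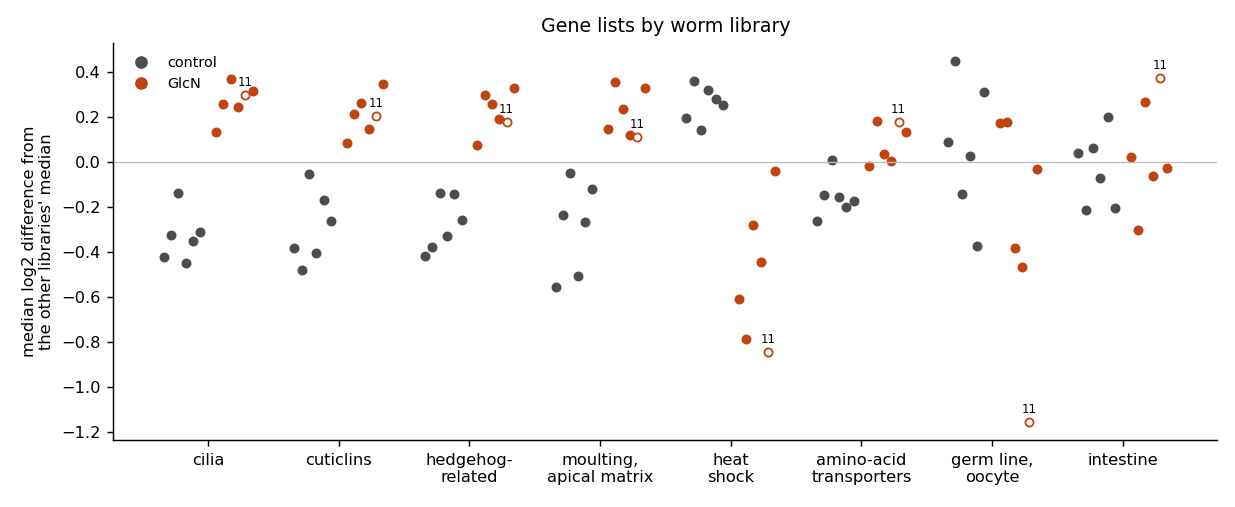
Median over each gene list of the log2 CPM difference between a worm library and the median of the other libraries, for control (grey) and GlcN (red) libraries, 1 point per library, with library 11 as an open circle. The GlcN libraries lie above the control libraries for the cilia, cuticlin, hedgehog-related and moulting lists and below them for the heat-shock list, and the germ line list spans both groups.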

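In the livers, no transcript passed the test, and the transcripts that lead the list in Supplementary Data 1 stood high in single livers. In liver 33 of the GlcN group, *Rian* and *Meg3*, noncoding RNAs of an imprinted region, reached 454 and 275 CPM, with at most 1.87 and 1.44 CPM in the control livers. The same liver held 10053 CPM of glutamine synthetase (*Glul*), 284 CPM of the ammonium transporter *Rhbg* and 114 CPM of *Axin2*, all targets of β-catenin, with at most 1242, 17.9 and 11.6 CPM in the control livers. Liver 35 held 3774 CPM of *Cd5l* and 846 CPM of *Siglec1*, which macrophages express, with at most 564 and 126 CPM in the controls. Liver 31 held 10210 CPM of *Saa1* and 11638 CPM of *Saa2*, acute-phase proteins that may share reads, and 98.3 CPM of *Prtn3*, a protease of neutrophil precursors.
Of 11825 tested genes, 0 were higher and 0 lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test (n = 6 livers per group), with 268 higher and 176 lower at an unadjusted p under 0.05 and a smallest adjusted p of 0.954. DESeq2 called 1 gene higher and 0 lower, and voom called 0. In its default setting DESeq2 gives no p to a gene with an extreme count in 1 liver. voom with quality weights gives less weight to livers that differ from the rest. These 2 counts therefore say little about genes that stand high in 1 liver. The gene called by DESeq2 was *Exoc8*, a subunit of the exocyst named here after its values were seen, with 12.1 ± 0.899 CPM in the controls and 17.1 ± 1.26 CPM with GlcN. edgeR's exact test with a dispersion per gene called *Rian* and *Meg3* higher and *Hao2* and *Cyp2a22* lower. With 1 dispersion for all genes, the exact test called 125 higher and 41 lower.
By gene list, the β-catenin targets of liver 33 had a median 2.12 log2 units above the other livers (-1.99 in liver 35), and its NRF2 targets, such as *Gstm3* (961 CPM) and *Cbr3* (32.7 CPM), a median of 1.00. Kupffer cell genes in liver 35 had a median of 3.58 and neutrophil genes medians of 3.43 in liver 35 and 4.23 in liver 31. Of the 245 genes that the paper lists as higher, 238 were highest, among the GlcN livers, in liver 31, 33 or 35 (103 of them in liver 35 and 31 in liver 31), and *Dmbt1* was highest in liver 32 (48.7 CPM).
Of the genes that the paper lists as lower, *Hao2* and *Cyp2a22* were high in 3 control livers. *Hao2*, a peroxisomal hydroxyacid oxidase, had 109, 65.3 and 69.9 CPM in control livers 26, 27 and 28 and at most 0.88 CPM in the other controls. *Cyp2a22*, a cytochrome P450, had 241, 65.7 and 214 CPM there and at most 7.32 CPM in the other controls. These 3 control livers and GlcN liver 31 expressed *Xist*, at 472 to 579 CPM, and the other livers had at most 0.99 CPM. The Y-linked *Ddx3y* had at most 0.311 CPM in the same livers and 56.4 to 134 CPM in the others. By these transcripts the same livers were female and the others male. In liver 31, *Hao2* and *Cyp2a22* were nonetheless low, at 0.929 and 12.1 CPM, while the list of female-biased genes had a median 2.30 log2 units above the other livers. The list of male-biased genes had a median of -3.99 there, against -3.17 to -4.47 in the 3 control livers. All 20 tested genes with known higher expression in female liver had a negative log2 fold change, with a median of -1.76 and 0 past the test (2 lower over the list alone, adjusted p = 6.36e-05 from camera, adjusted p = 0.822 with an estimated correlation). The 21 genes with higher expression in male liver had a median of 0.78, with 0 past the test (adjusted p = 7.74e-05 from camera, adjusted p = 0.822 with an estimated correlation). Of 77 genes of the respiratory chain, 73 had a negative log2 fold change, with a median of -0.17 and 0 past the test (adjusted p = 8.89e-10 from camera, adjusted p = 0.822 with an estimated correlation). Its median lay between -0.34 and 0.19 in the GlcN livers other than liver 35, where it stood at -0.88, and between -0.33 and 0.22 in the controls, and 4 of 6 livers per group followed the direction of the list. These lists, too, were written with the paper's tables in view.

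**Figure D2:**
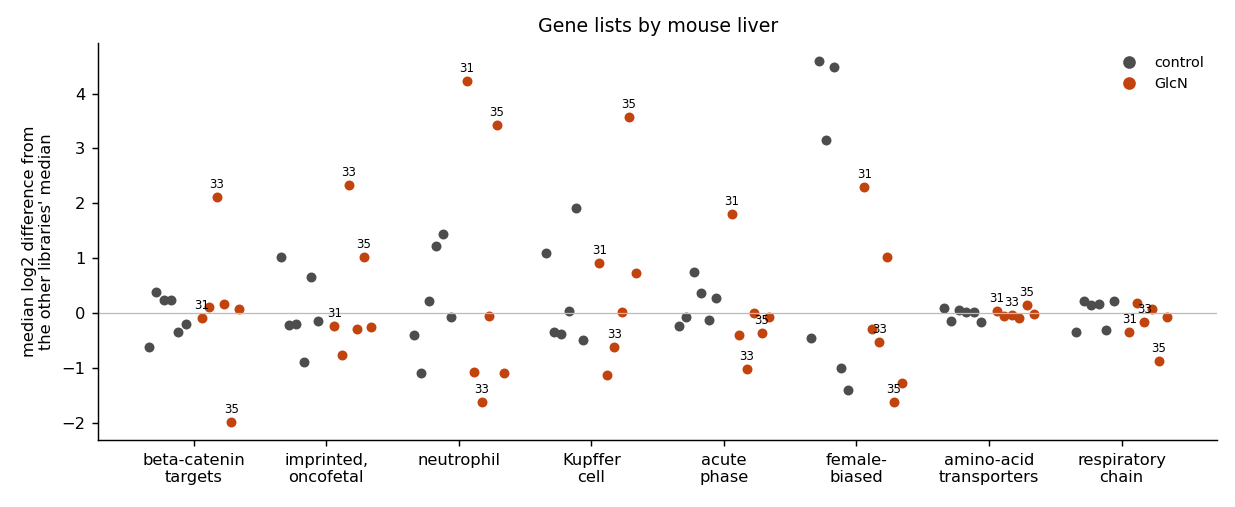
Median over each gene list of the log2 CPM difference between a liver and the median of the other livers, for control (grey) and GlcN (red) livers, 1 point per liver, with livers 31, 33 and 35 numbered. Livers 33 and 35 stand apart for the β-catenin list at 2.12 and -1.99, liver 35 for the Kupffer cell list at 3.58, and livers 31 and 35 for the neutrophil list at 4.23 and 3.43.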

In the latter, 231 gene transcripts were found to be induced by long-term exposure to GlcN in comparison with control mice (Fig. 6a and Supplementary Data 1), whereas in *C. elegans*, 1.221 transcripts were found to be upregulated by GlcN (Fig. 6a and Supplementary Data 2). Performing a Venn analysis on these genes for both species, 14 genes were found to be similarly upregulated in both mice and worms (Fig. 6a) based on orthology search (Supplementary Data 3). Out of these, *Slc7a11*, *Slc7a8* and *Slc13a3* (Supplementary Data 1) are amino-acid transporters in mice, whereas *aat-1* is a nematodal amino-acid transporter (Supplementary Data 2), all of which were induced by GlcN in the respective species (Fig. 6a).

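The list of shared genes in Supplementary Data 3 is not used here. In its place, 10 protein families with members in both species were compared, as a description and not as a test of overlap, since most of their members had been seen in the paper's tables. In the worms, *qua-1* and *hog-1*, proteins with a hedgehog-like domain, rose with log2 fold changes of 0.88 (standard error 0.12, adjusted p = 0.000109 from edgeR's quasi-likelihood test) and 0.58 (standard error 0.17, adjusted p = 0.0437). The call of *hog-1* was lost with DESeq2, with its size factors and under other filters, as well as without any of control libraries 1, 2, 3 and 6 or GlcN libraries 8, 9, 10 and 12 (adjusted p from 0.0583 to 0.197 without one of them). The β-tubulin *tbb-4* rose by 0.45 (standard error 0.10, adjusted p = 0.00818 from the same test) and the adenylyl cyclase *acy-1* by 0.61 (standard error 0.15, adjusted p = 0.0171 from the same test).
The remaining worm members did not pass: the sodium-coupled dicarboxylate transporter *nac-1* with 0.45, the α-tubulin *tba-5* with 0.56, the TGF-β family ligand *unc-129* with 0.34, the LIM homeobox factor *lim-4* with 0.51 and the carboxypeptidase *egl-21* with 0.10. The worm hexokinase symbols were not found in the count table.
In the livers, 0 of the family members passed the test, and each was highest in liver 33 or liver 35. Indian hedgehog (*Ihh*) reached 24.5 CPM, the α-tubulin *Tuba8* 55.4 CPM, the β-tubulin *Tubb2b* 4.64 CPM, the adenylyl cyclase *Adcy8* 2.05 CPM and carboxypeptidase E (*Cpe*) 54.4 CPM in liver 33. The growth factor *Tgfb3* reached 38.9 CPM, the LIM homeobox factor *Lhx8* 10.7 CPM and hexokinase 2 (*Hk2*) 119 CPM in liver 35. The means over the GlcN livers were 28.1 ± 45.0 CPM for *Hk2* and 7.75 ± 8.29 CPM for *Ihh*, with 12.0 ± 10.6 and 3.04 ± 1.82 CPM in the controls (SD, n = 6 livers each). *Tubb2b*, *Adcy8* and *Lhx8* lay below the filter on low counts. Without liver 33 the log2 fold changes of *Tuba8*, *Tubb2b* and *Cpe* were -0.08, -0.10 and -1.27, and without liver 35 those of *Tgfb3* and *Hk2* were -0.49 and -0.29. Those of *Ihh*, *Adcy8* and *Lhx8* stayed positive whichever liver was left out, at 0.53, 0.13 and 1.19 or more.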

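*aat-1*, a light chain of heterodimeric amino-acid transporters, rose in GlcN-treated worms. It had 13.5 ± 1.44 CPM in the controls (SD, n = 6 libraries) and 18.3 ± 0.409 CPM with GlcN (SD, n = 5 libraries), a log2 fold change of 0.44 (standard error 0.10, adjusted p = 0.00853 from edgeR's quasi-likelihood test). All 5 GlcN libraries lay above every control library (exact two-sided permutation test on log2 CPM, p = 0.00216, the smallest that these libraries allow). Both tests treat the libraries as independent, which was not established. In library 11 *aat-1* had 19.5 CPM, and with all 12 libraries its log2 fold change was 0.46 (adjusted p = 0.00430 from the quasi-likelihood test). In the livers, the transporters *Slc7a8*, *Slc7a11* and *Slc13a3* stood high in 1 or 2 of the GlcN-fed mice and did not pass the test.
*Slc7a8*, the neutral amino-acid transporter LAT2, had 23.7 ± 16.8 CPM in the controls and 57.6 ± 93.1 CPM with GlcN (SD, n = 6 livers each), with 247 CPM in liver 35. Its log2 fold change was 1.28 (standard error 0.80, adjusted p = 0.954 from the quasi-likelihood test), and 1 GlcN liver lay above every control (exact permutation test, p = 0.628). *Slc7a11*, the cystine/glutamate exchanger xCT, had 0.446 ± 0.253 CPM and 5.01 ± 11.8 CPM, with 29.1 CPM in liver 33, which held 96.7% of the total over the GlcN livers. It lay below the filter on low counts. Without the filter its log2 fold change was 3.44 (standard error 1.42, adjusted p = 0.865 from the quasi-likelihood test; exact permutation test, p = 0.955). *Slc13a3*, a sodium-coupled dicarboxylate transporter (NaDC3), had 20.7 ± 6.31 CPM and 67.0 ± 73.1 CPM, with 154 CPM in liver 31 and 168 CPM in liver 33. Its log2 fold change was 1.69 (standard error 0.64, adjusted p = 0.954 from the quasi-likelihood test), and 2 GlcN livers lay above every control (exact permutation test, p = 0.247). The paper's reported log2 fold changes are 0.42 for *aat-1*, 1.26 for *Slc7a8*, 3.50 for *Slc7a11* and 1.70 for *Slc13a3*.
Of 12 tested worm genes of the aat and glt families, *aat-1* rose and 0 fell (1 higher over the list alone), with *aat-2* at 0.27 and the glutamate transporter *glt-7* at 0.87. As a set they were higher (adjusted p = 0.0214 from camera), which was lost with an estimated correlation (adjusted p = 0.143) and with all 12 libraries (adjusted p = 0.0571 from camera). Of 29 tested amino-acid transporters of the liver, 0 rose and 0 fell, over the list alone as well, and the median log2 fold change was 0.07. Among them *Slc1a4*, a carrier of neutral amino acids, had 71.3 CPM in liver 33 and at most 9.89 CPM in the controls.
Without liver 35 the log2 fold change of *Slc7a8* was -0.26, without liver 33 that of *Slc7a11* was -1.197, and without livers 31, 33 and 35, a choice made after the data were seen, that of *Slc13a3* was -0.10. In edgeR's exact test with 1 dispersion for all genes, *Slc7a8*, *Slc7a11* and *Slc13a3* passed the threshold. The paper states that these transporters were induced in the respective species and goes on from there to the genes raised in the worms and the promoter of *aat-1*. Its further evidence is *aat-1* mRNA in *skn-1* worms, life span under *aat-1* RNAi and catabolites of leucine and isoleucine in livers.

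**Figure D3:**
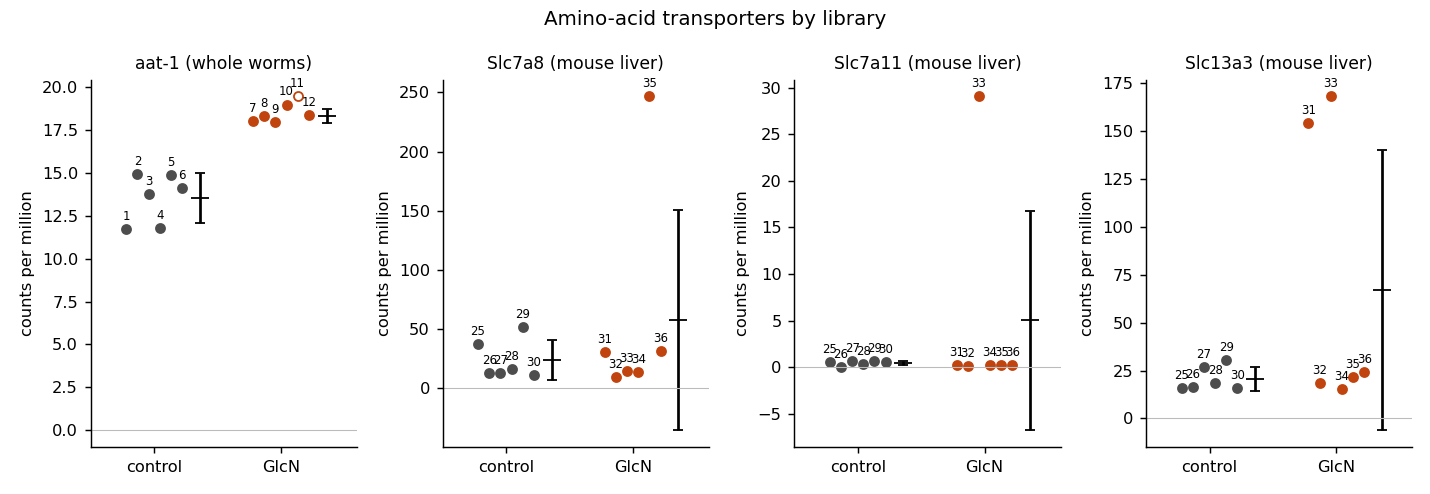
CPM of *aat-1* in worm libraries and of *Slc7a8*, *Slc7a11* and *Slc13a3* in mouse livers, 1 numbered point per library, with library 11 as an open circle. The bars beside each group show the mean and SD over the libraries behind the paper's table, and the GlcN mean of *Slc7a8* rests on liver 35 (247 CPM) and that of *Slc7a11* on liver 33 (29.1 CPM).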

We next determined *in silico* analyses of putative promoter elements in the genes upregulated in *C. elegans* (Fig. 6a and Supplementary Data 2). We identified a putative SKN-1-binding site in the promoter of the *aat-1* gene (Fig. 6b) consistent with the life span-shortening effects of GlcN in *skn-1* nematodes (Fig. 2h). Moreover, 36.3% of all GlcN-dependent genes in *C. elegans* carry a putative SKN-1-binding element (Fig. 6c), reiteratively consistent with the experimental data (Fig. 2h).

Then, expression of *aat-1* mRNA in *skn-1* nematodes in the presence and absence of GlcN was determined. Unlike in wild-type worms treated with GlcN deficiency for SKN-1 halted the induction of *aat-1* expression (Supplementary Data 2), insinuating that increased amino-acid uptake mediates the life span-extending effects of GlcN in a SKN-1-dependent manner.

To test this, we impaired *aat-1* expression by RNAi, and observed that the life span-extending effect of GlcN was fully eradicated in these nematodes (Fig. 6d), evidencing that increased amino-acid transport as mediated by AAT-1 is required for GlcN-mediated extension of life span.

### GlcN causes increased catabolism of amino acids

We then determined serum concentrations of urea as a possible indicator for amino-acid turnover in mice, but observed no difference (Supplementary Fig. 4d–f). This result is possibly because of effective excretion of any excess urea via the kidneys.

Finally, we analysed the branched-chain amino acid (BCAA) catabolism^36^,^37^ in liver samples from GlcN-treated mice. Unlike most other amino acids, BCAAs are subject to unidirectional, that is, irreversible catabolism, and individual catabolites can therefore be used to estimate turnover rates. We observed an increase in L-leucine/L-isoleucine catabolites in liver samples of mice (Fig. 6e–g and Supplementary Fig. 4g–l), indicating that increased amino-acid turnover, following chronic GlcN exposure in nematodes (Fig. 6d) and mice (Fig. 6e–g and Supplementary Fig. 4g–l) is linked to life span extension.

## Discussion

The current findings indicate that GlcN at pharmacologically relevant concentrations is capable of extending life span in *C. elegans* and ageing mice. This appears to be a result of decreased glycolysis and a compensatory increase of amino-acid turnover. Although it should be noted that GlcN may impact hexosamine metabolism^34^, we did not, however, detect any differences in downstream metabolites of GlcN-6-phosphate in mice, nor did the disruption of the hexosamine pathway prevent GlcN from extending life span in worms, together strongly suggesting that hexosamine metabolism has no bearing on the phenotypes observed.

Mechanistically, the life span-extending phenotype is rather linked to an activation of SKN-1/NRF-2-dependent transcription, as the latter not only promotes longevity of *C. elegans* independently of GlcN^16^,^32^,^38^,^39^,^40^,^41^,^42^ but also following GlcN exposure (this study). In this regard, it is interesting to note that the *aat-1* gene contains a proximally located SKN-1-binding site and that GlcN exposure induces *aat-1* transcription through SKN-1. This notion is supported by the observations that impairment of either *skn-1* or *aat-1* abrogates the effects of GlcN on life span and disruption of SKN-1 prohibits the induction of *aat-1* expression in nematodes. Interestingly, this upregulation of amino-acid transporters, as well as increased L-leucine/L-isoleucine metabolism, is found in GlcN-exposed liver specimen of rodents, thereby suggesting that the glycolytic inhibitor GlcN induces a metabolic switch towards increased protein metabolism in both worms and mice, unambiguously culminating in extended life span.

Although the specific cause(s) of death of individual mice have not been determined in the current study, it will be interesting to see whether and how GlcN affects not only glucose metabolism, but also cancer growth in chronically supplemented mice, as a number of studies insinuate that GlcN effectively reduces cancer cell proliferation^43^,^44^,^45^,^46^,^47^,^48^.

Unlike for DOG and most other life span-extending compounds, extensive published evidence indicates that GlcN is safe for human use even at high doses, making it readily available for interventions to extend human healthspan particularly because, on an observational and uncontrolled basis, it has been repeatedly suggested that supplementation with GlcN may decrease overall mortality in humans^49^,^50^.

*Note added in proof*: While this publication was in the press, Denzel and co-workers published findings on the role of *N*-acetyl-glucosamine (GlcNAc) supplementation in *C. elegans* lifespan extension, suggesting a different mechanism. This appears to depend on the hexosamine pathway which, however, is unlike to contribute to the phenotype observed in our study (Fig. 5 and Supplementary Fig. 4a–c), indicating that GlcN and GlcNAc promote longevity independently^51^.

## Methods

### Chemicals

All chemicals were obtained from Sigma-Aldrich (Munich, Germany) unless stated otherwise.

### Statistical analyses

Data are expressed as means±s.d. unless otherwise indicated. Statistical analyses for all *C. elegans* data except life span and stress resistance assays were performed by Student’s *t*-test (unpaired, two-tailed) after testing for equal distribution of the data and equal variances within the data set. For comparing significant distributions between different groups in the life span assays and stress resistance assays, statistical calculations were performed using JMP software version 9.0 (SAS Institute Inc., Cary, NC, USA) applying the log-rank test.

Statistical analyses for all murine data except life span analyses were performed by two-way ANOVA including the ‘treatment by sex’ interaction to test for potential sex-specific interactions. In parallel, sex-specific analyses were performed using Student’s *t*-test (unpaired, two-tailed). Mortality rates during the murine survival study were assessed by using log-rank and Cox regression tests to compare survival using SPSS Version 20 (IBM, Armonk, NY, USA). Cox regression was performed including the ‘treatment by sex’ interaction to test for potential sex-specific interactions. Additional calculations were performed using Excel 2007 (Microsoft, Albuquerque, NM, USA). Except for promoter analyses (see below), a *P*-value <0.05 was considered as statistically significant; a *P*-value <0.1 was considered as ‘significant by trend’.

### Nematode strains and maintenance

*C. elegans* strains used for this publication were provided by the *Caenorhabditis* Genetics Center (University of Minnesota, USA). Nematodes were grown and maintained on NGM agar plates at 20 °C using OP50 bacteria as food source^52^. Treatment of *C. elegans* was carried out on NGM agar plates containing 100 μM GlcN, if not stated otherwise. All agar plates were prepared from the same batch of NGM agar, whereas treatment plates were supplemented with the respective compound and control plates with water. After plates were poured and dried, they were sealed and stored at 4 °C. Freshly prepared *E. coli* OP50 were spotted on plates on the previous evening and allowed to dry and settle overnight. Incubations with compounds started 64 h after synchronization of the population, by washing the synchronized, young adult worms and then transferring them to the respective treatment plates using S-Buffer^16^.

### Nematodal life span assays

All life span assays were performed at 20 °C. Sixty-four hours after egg preparation around synchronized 150 nematodes were manually transferred to fresh incubation plates containing the respective compounds. For the first 10–14 days, worms were transferred every day and afterwards every second day. Nematodes that show no reaction to gentle stimulation were scored as dead. Those animals that crawled off the plates or displayed non-natural death particularly because of internal hatching were censored.

### Quantification of *E. coli* growth

Fifty millilitres of liquid Luria Broth (LB) or NGM media were supplemented respectively with either 50 μl H_2_O or 50 μl of a 100 mM GlcN solution. Four Erlenmeyer flasks for each medium and condition were used. Flask were inoculated with 100 μl of an *E. coli* OP50 suspension freshly prepared from an overnight culture. Flasks were put in an orbital shaker (GFL, Burgwedel, Germany) set at 37 °C and 200 r.p.m. Bacterial concentration was determined by measuring optical density at 600 nm in a micro-titer plate reader (FLUOstar Omega, BMG Labtech, Offenburg, Germany).

### RNAi-mediated gene knockdown experiments

For RNAi gene knock-down experiments, we applied *E. coli* HT115 to the worms. Clones for RNAi against *aat-1* and *F21D5.1* were derived from Ahringer library (Source BioScience, Nottingham, UK) and *C. elegans* ORF Collection (Thermo Scientific, Waltham, MA, USA) (Supplementary Table 1) respectively, and were sequenced prior use. The bacteria were spotted on NGM plates containing additionally 1 mM IPTG, 100 μg ml^−1^ Ampicillin and, if required, 12.5 μg ml^−1^ tetracycline (all from Applichem, Darmstadt, Germany).

### [^14^C]Glucose oxidation rates

Uniformly labelled [^14^C]D-glucose was purchased from GE Healthcare. Specific activity of the batch used was 300 mCi mmol^−1^. Animals were maintained as described above on plates containing 5′-fluorouridine and the respective treatment for 24 h. Equal numbers of animals were placed on each plate when treatment was initiated. After collection and three subsequent washes in S-buffer, worm pellets were resuspended in the incubation buffer. Two millilitres of the suspension was transferred to 4 cm Petri dishes. The latter were placed in 10 cm Petri dishes together with a second 4 cm Petri dish containing 600 μl of 0.1 M KOH solution to trap CO_2_^53^. Consequently, each 10 cm dish contained two 4 cm dishes, one carrying nematodes and the other containing KOH. As a substrate, labelled glucose was added to a final concentration of 17.1 μM U-[^14^C]D-glucose (5 μCi ml^−1^) in the nematode suspension. Non-radioactive glucose was added to a final concentration of 0.5 mM to the control samples or the samples pre-treated with GlcN, respectively. The 10 cm Petri dishes were covered, sealed with Parafilm in an air-tight manner and incubated at 20 °C for 60 min. Subsequently, an aliquot of 500 μl of KOH was immersed in 10 ml of scintillation fluid and placed in a liquid scintillation counter (Beckman LS 6000, Global Medical Instrumentation, Inc.) to quantify the amount of trapped ^14^CO_2_. An aliquot was used for protein determination for normalization.

### Respiration assays

Respiration was quantified using a DW1/AD Clark-type electrode (Hansatech, King’s Lynn, England; Great Britain). After the individual incubation period, worms were harvested, washed and transferred into the DW1 chamber. Oxygen consumption was monitored for at least 10 min. Afterwards, worms were carefully removed from the chamber and collected for a subsequent protein determination. Therefore, worms were sonicated three times and centrifuged for 10 min at 12,000 *g*. Supernatant was used for protein determination using BCA, as described below.

### Cell culture

HepG2 hepatoma cells were obtained from LGC Standards (Wesel, Germany) and were grown in RPMI media containing 10% heat-inactivated fetal bovine serum at 37 °C in 5% CO_2_/20% O_2_. Cells were serum starved for 5 h and incubated with or without 5 mM GlcN for the indicated time before collection.

### ATP determination

Worms and cells were harvested and immediately shock frozen in liquid nitrogen. The frozen pellet was grinded in a nitrogen chilled mortar to yield powder. Guanidinium-hydrochloric acid (Guanidium HCl) (4 M) was prepared, heated to 100 °C and then mixed with the frozen powder to destroy ATPase activity and to further lyse samples. The mixture was boiled for 15 min at 100 °C with a subsequent centrifugation step (30 min at 13,200*g* and 4 °C). The supernatant was diluted with ddH_2_O 1:200 and analysed using a commercially available kit (CellTiter Glo; Promega, Fitchburg, WI, USA) according to the manufacturer’s instructions. For normalization of the luminescence signal, protein was determined as described below.

### Immunoblotting

Frozen worm pellets were grinded in a nitrogen-chilled mortar and suspended in phosphate buffer containing protease and phosphatase inhibitors (Complete protease inhibitor cocktail (Roche, Penzberg, Germany) with the addition of 2 mM sodium fluoride, 2 mM sodium ortho-vanadate, 1 mM PMSF and 2 mM EDTA). Cells were harvested with identical buffer. Extracts were sonicated three times and centrifuged for 7 min at 12,000 *g*. Supernatants were used for protein quantification and an aliquot was boiled in Laemmli buffer and applied to SDS-PAGE. Antibodies against the phospho-AMPKα (Thr172; Cell Signaling, no. 2531), basal AMPK (Cell Signaling, no. 2532), phospho-p38 (Thr180/182; Cell Signaling, no. 9211), basal p38 (Cell Signaling, no. 9212) and alpha-tubulin (clone DM1A; Sigma-Aldrich, T9026) were used. Primary antibodies were diluted to 1:1,000 and secondary antibody to 1:10,000 before use on the membranes. Full-length images of immunoblots are shown in Supplementary Fig. 5.

### Protein quantification

Protein content in nematodes and cells was determined by the Bradford method^54^ or the BCA method^55^. Assays were performed in 96-well plates using commercial available kits (Bio-Rad Laboratories AG, Cressier, Switzerland, and Thermo Scientific). Absorbance was measured in a microplate reader (FLUOstar Optima, BMG Labtech, Offenburg, Germany).

### Nematodal quantification of mitochondrial ROS formation

Before ROS measurement MitoTracker Red CM-H_2_X ROS (Invitrogen, Carlsbad, CA, USA) incubation plates were prepared as follows: for each treatment, 500 μl heat-inactivated OP50 (65 °C and 30 min) were mixed with 100 μl MitoTracker Red CM-H_2_X stock solution (100 μM) and spotted on a large NGM agar plate that was allowed to dry for ~20 min^32^. Nematodes were incubated without GlcN, then washed off the plates with S-buffer and then allowed to settle by gravitation to remove offspring. Worms were washed two additional times with S-buffer and centrifuged (300 *g*, 30 s). The worm pellet was transferred to freshly prepared MitoTracker Red CM-H_2_X solution and incubated for 2 h at 20 °C. To remove excess dye from the gut, worms were transferred to NGM agar plates with the corresponding compound or, as a positive control, to plates containing 1 μM rotenone for 1 h at 20 °C. Aliquots of 100 μl worm suspension were distributed into 96-well Fluotrac plates (Greiner Bio-One, Frickenhausen, Germany). Fluorescence intensity was measured in a microplate reader (FLUOstar Optima) using well-scanning mode (excitation wavelength (ex): 570 nm, emission wavelength (em): 610 nm). To normalize fluorescence signal, the remaining worm suspension was used for protein determination.

### Amplex Red-based quantification of supernatant hydrogen peroxide

Worms were removed from plates with 50 mM sodium-phosphate buffer, pH 7.4, washed twice and transferred into an upright Plexiglas cylinder (1.5 ml volume) with continuous stirring at low speed (100 r.p.m.) at 20 °C. First, determination of fluorescence was done without horse radish peroxidase only in the presence of 1 μM Amplex Red (Invitrogen) to detect possible unspecific increase in fluorescence (which was not observed). Next, 0.01 U ml^−1^ horse radish peroxidase was added and changes of fluorescence were recorded with a fluorescence detector (LF402 ProLine, IOM, Berlin, Germany) for at least 15 min at excitation and emission wavelengths of 571 and 585 nm, respectively^42^. Immediately afterwards, worms were removed and collected for protein determination to normalize fluorescence values.

### Superoxide dismutase and catalase activity assays

To determine antioxidant enzyme activities (superoxide dismutase (SOD), catalase (CAT)) nematodes were harvested and washed with ice-cold buffer. The frozen pellet was grinded in a nitrogen chilled mortar together with 200 μl 50 mM phosphate buffer+1 mM EDTA) and sonicated threefold. Lysate was cleared by centrifugation for 15 min at 12,000 *g* and 4 °C. Supernatant was used for the subsequent measurement of catalase or superoxide dismutase activity as well as for a protein quantification to normalize enzyme activities. Determination of catalase activity was performed like previously described with minor changes^56^. Briefly, the diluted (25 mM potassium phosphate buffer plus 1 mM EDTA plus 0.1% BSA, pH 7.5) sample supernatant was mixed with assay buffer (100 mM potassium phosphate buffer, pH 7) and methanol (VWR, Darmstadt, Germany). Hydrogen peroxide (Applichem, 30%) was added and incubated for 20 min under continuous shaking at 20 °C. Reaction was terminated by addition of potassium hydroxide (Applichem, 10 M) and Purpald (Sigma-Aldrich, St. Louis, MO, USA; 46 mM in 0.5 M HCl) and incubated for 10 min by continuous shaking at 20 °C. Potassium periodate (Sigma-Aldrich; 192 mM in 0.5 M potassium hydroxide) was added to oxidize the Purpald–formaldehyde complex and incubated for further 5 min before the absorbance was measured at 540 nm.

SOD activity was quantified using a method described earlier^57^. Sample supernatant was incubated with WST-1 working solution (Tris–HCl, pH 8, diethylene-triamine-penta-acetic acid (Sigma-Aldrich, 100 μM), hypoxanthine (Applichem, 100 μM), WST-1 (180 μM) and xanthine oxidase (Sigma-Aldrich, 240 mU ml^−1^) for 20 min at 37 °C. Then, absorbance was measured at 450 nm.

### PQ stress assay

N2 nematodes at an adult age of 6 days were transferred manually to fresh NGM plates containing 10 mM PQ (Acros Organics, Geel, Belgium) covered with heat-inactivated OP50 (30 min at 65 °C in a water bath) and attended by daily determination of the survival rate until all nematodes were deceased^42^. As described for life span analysis, worms were counted as censored in case of internal hatching, crawling off and bursting.

### Murine breeding and housing conditions

C57BL/6NRj mice were bred in our own facilities based on founders from Janvier Sas (Le Genest Saint Isle, France); it should be noted that these mice lack the *nicotinamide nucleotide transhydrogenase* mutation found in C57BL/6 J-derived strains^58^. Animals were studied starting at an age of 100 weeks. Mice in our colony are tested every 6 months for serologic evidence of viral infection, and all such tests have been negative throughout the period of this study.

The ageing study was initiated with 71 male and 75 female mice in total. These were subjected to GlcN (34 male and 38 female) and control groups (remaining), respectively. Mice were inspected daily for health issues and deaths were recorded for each animal. Moribund animals were killed and recorded.

Mice were housed in a controlled environment (21±1 °C, 12 h/12 h light/dark cycle) and had free access to water and to pellet rodent chow containing 14 mg kg^−1^ alpha-tocopherol and 10 mg kg^−1^ ascorbic acid, as determined by HPLC. At an age of 100 weeks GlcN was supplied at a concentration of 10 g kg^−1^ in the diet (Ssniff Spezialdiäten GmbH, Soest, Germany). All experiments were approved by the Ethics Committee of the State Ministry of Environment, Health and Consumer Protection (Federal States of Brandenburg and Thuringia, Germany).

### Murine body mass and body composition analyses

Body mass was quantified using a graded scale. Body composition was measured by use of quantitative nuclear magnetic resonance technique (Echo MRI-100 Body Composition Analyzer, Echo Medical Systems, Houston, USA) as described^59^.

### Blood sampling

Blood samples, collected in tubes containing 21 U lithium heparin and centrifuged for 10 min at 4 °C and 8,000 r.p.m. (6,800 *g*), were obtained both in the fed state as well as after mice were fasted 16 h overnight by using lancets for submandibular bleeding (Goldenrod Animal Lancet, Medipoint, Mineola, NY, USA).

### GlcN plasma concentrations

Plasma was derivatized^60^ with AccQ-Fluor Reagent Kit (Waters, Milford, MA, USA) according to the manufacturer’s instructions. HPLC was performed on Nexera sytem equipped with degasser DGU-20/A5, auto-sampler SIL-30AC, column oven CTO-20AC and fluorescence detector RF-20AXS (all obtained from Shimadzu, Kyoto, Japan). Chromatographic separation was performed on Reprospher 100 C18-DE 1.8 μm, 50 × 2 mm (Dr Maisch GmbH, Ammerbuch-Entringen, Germany) at 45 °C. Elution was performed using acetonitrile and sodium acetate buffer, pH 5.25, at flow rate of 0.8 ml min^−1^ using a gradient. Detection was carried out using excitation wavelength of 250 nm and emission wavelength of 395 nm.

### Glucose tolerance tests

Glucose tolerance tests were performed by intraperitoneal glucose injection (D-glucose, Merck, Darmstadt, Germany) after mice were fasted 16 h overnight. Plasma was collected before and 10, 30, 60 and 120 min after administering of glucose and immediately frozen at −80 °C for measurement of glucose and insulin^61^.

### Insulin tolerance tests

Mice were subjected to an insulin tolerance test by intraperitoneal injection of 1.5 IU kg^−1^ of human recombinant insulin (Insuman Rapid, Sanofi-Aventis Deutschland GmbH, Frankfurt, Germany). Glucose was determined from a tail vein blood before and 15, 30, 45, 60, 75, and 90 min after insulin injection by a glucometer (Contour, Bayer AG, Leverkusen, Germany).

### Respiratory quotient and total energy expenditure

Total energy expenditure and respiratory quotients were determined by indirect calorimetry at 22 °C for 24 h with an open-circuitry calorimetry system (TSE PhenoMaster System, Inc., Midland, MI, USA). Rates of oxygen consumption (VO_2_) and carbon dioxide production (VCO_2_) were recorded for a 24-h period after mice were allowed to acclimate to the system for a period of 2 days. The air-tight respiratory cages were measured with a flow rate of about 0.38 l min^−1^. VO_2_ and VCO_2_ were recorded for 1.5 min in 16-min intervals for each animal, so that three or four data points were obtained every other hour. TEE (kcal h^−1^) was calculated with the equation TEE=16.17/VO_2_+5.03/VCO_2_−5.98/N, where N is excreted nitrogen and was assumed to be (0.1 g per day). Total energy expenditure was normalized to 24 h and metabolic body mass.

### Determination of plasma parameters

Determination of glucose, triglycerides, alanine-aminotransferase, free fatty acids and total cholesterol in plasma was performed using an automated analyser (Cobas Mira S, Hoffmann-La Roche, Basel, Switzerland) with the appropriate commercially available reagent kits (Glucose HK CP, triglycerides, ALT CP, cholesterol CP, ABX, Montpellier, France; and NEFA HR, Wako, Neuss, Germany).

### Quantification of D-GlcN-6-phosphate

Quantification of GlcN-6-phosphate and its metabolites was performed on an Agilent 6550 QTOF instrument by flow injection analysis time-of-flight mass spectrometry^62^. All samples were injected in duplicates. Ions were annotated based on their accurate mass and the Kyoto Encyclopedia of Genes and Genomes (KEGG) *hsa* reference list allowing a tolerance of 0.001 Da. Unknown ions and those annotated as adducts were discarded. This resulted in a total of 472 putatively annotated ions with unique m/z.

### Targeted analysis of BCAA catabolism

To assess activation of catabolic pathways of BCAAs, we quantified levels of methyl-butanoyl-CoA, methyl-crotonyl-CoA and succinate on a Thermo Quantum Ultra instrument by targeted ion pairing-liquid chromatography tandem mass spectrometry using multiple reaction monitoring^36^,^37^.

### Quantification of mtDNA

Total DNA was isolated by standard proteinase K and phenol–chloroform methods. mtDNA copy number level was analysed by quantitative real-time PCR using Viia 7 (Applied Biosystems). The amount of 0.4 ng of total DNA was used as a template for the amplification of mtDNA in mouse or *C. elegans*. Level of primers against mouse mtDNA (5′-AAGACACCTTGCCTAGCCACAC-3′ and 5′-TGGCTGGCACGAAATTTACC-3′) were normalized against nuclear *18SrRNA* gene (5′-AACTTTCGATGGTAGTCGCCG-3′ and 5′-CCTTGGATGTGGTAGCCGTTT-3′). The same approach was used for analysis of *C. elegans* samples by using primer for mtDNA (5′-CTTTTATTACTCTATATGAGCGTC-3′ and 5′-AACAAAAGAAATTCCTGGTACAAG-3′) normalized against nuclear *18SrRNA* homologue (5′-GCGAAAGCATTTGCCAAGAA-3′ and 5′-ATCGCGAGATGGCATCGTT-3′).

### Extraction of RNA

Total RNA was isolated using QIAzol (Qiagen, Hilden, Germany) based on the phenol–chloroform extraction method. Afterwards, the RNA was quantified photometrically with a NanoDrop 1000 (PeqLab, Erlangen, Germany) and stored at −80 °C until use.

### Next-generation sequencing (RNAseq)

Total RNA was inspected for degradation using Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). For library preparation an amount of 2 μg of total RNA per sample was processed using Illumina’s TruSeq RNA Sample Prep Kit (Illumina; San Diego; CA, USA) following the manufacturer’s instruction. Each library includes its own index sequence to allow multiplexing. The libraries were sequenced using v3 sequencing chemistry and a HiSeq2000 (Illumina) in a single read approach with 50 cycles resulting in reads with a length of 50 nucleotides. Libraries were sequenced in a multiplex manner pooling four libraries per lane. Sequencing ends up with ~30–40 Mio reads per sample. Sequence data were extracted in FastQ format and used for mapping approach.

### Quantification of *aat-1* mRNA

Total RNA was isolated and reverse-transcribed to first-strand cDNA using high-capacity cDNA Reverse Transcription Kit (Applied Biosystems), according to manufacturer’s protocols. Quantitative real-time PCR was performed using optical 384-well plates, SYBR Select Master Mix and Viia 7 (Applied Biosystems). All samples were measured in triplicates, and non-template controls were used to confirm specificity. Expression of *aat-1* (*F27C8.1*) was quantified using specific primers 5′-ACCGGACTTGGTCTCCTTTT-3′ and 5′-TTTGGGTTCTGCAACTCCTC-3′, and normalized against a housekeeping gene (*R07G3.1*) using primers 5′-CTGCTGGACAGGAAGATTACG-3′ and 5′-CTCGGACATTCTCGAATGAAG-3′.

### Bioinformatics of RNA expression data

All reads were mapped against the respective genomic sequences (ce10 for *C. elegans*; mm10 for *Mus musculus*) using TopHat 1.4.1. Only uniquely mappable reads were regarded. For counting the reads per gene (raw counts) the Python package HTSeq ( http://www.huber.embl.de/users/anders/HTSeq/doc/overview.html) was used in mode ‘union’ together with gene annotation for all RefSeq genes downloaded from the UCSC website.

Raw counts for the genes were analysed using the R Statistical Computing Environment^63^ and edgeR^64^. The latter provides statistical routines for determining differential expression in digital gene expression data using a model based on the negative binomial distribution. The resulting *P*-values were adjusted using the Benjamini and Hochberg's approach^65^ for controlling the false discovery rate. If false discovery rate values were <0.05, genes were assigned as differentially expressed. For the comparison of orthologous differentially expressed genes in *C. elegans* and *M. musculus,* the R package orthology was applied^66^.

### Promoter analyses

The search for SKN-1 transcription factor binding sites for each gene was done within the proximal promoter region 2 kb upstream of the predicted start codon. Therefore, a FASTA file containing the promoter regions for all genes was created using WormMart. Next, the remaining sequence file was scanned for one or more matches to the position-specific scoring matrices of SKN-1 using the matrix scan function of the pattern-matching programme regulatory sequence analysis tools^67^. The position-specific scoring matrices contains the nucleotide frequency at each position within the binding sites and were obtained from the Transfac database^68^. The threshold *P*-value, which indicates the risk of false positive predictions, was set to 0.0001.

## Author contributions

S.W., J.P., D.K. and M.R. designed, performed and evaluated all experiments with the following exceptions: K.Z. and J.M. did additional and independent life span experiments in *C. elegans;* K.Z. performed bacterial growth assays; M.G. and M.P. performed next-generation sequencing analysis of mRNA, whereas sample provision, RNA extraction and quality control were done by S.W. and J.P.; bio-informatical evaluation was done by S.P., J.M. and R.G. Promoter analysis was done by J.M. B.L. and K.Z. performed GlcN plasma analysis; S.D. and N.Z. performed all mass spectroscopy data; T.L.M. did all tissue culture experiments; A.F.P. and T.J.S were involved in the study design and contributed several assays; the entire work was supervised by M.R.; the figures were assembled and the manuscript was written by S.W., J.P. and M.R. All authors discussed and commented on the manuscript.

## Additional information

**Accession numbers**: The deep sequencing data have been deposited in NCBI Gene Expression Omnibus under accession code GSE54853.

**How to cite this article:** Weimer, S. *et al.* D-Glucosamine supplementation extends life span of nematodes and of ageing mice. *Nat. Commun.* 5:3563 doi: 10.1038/ncomms4563 (2014).

## Supplementary Material

Supplementary Figures and Table Supplementary Figures 1-5 and Supplementary Table 1

Supplementary Data 1 Differentially expressed genes upon exposure to glucosamine in liver samples of M. musculus

Supplementary Data 3 Genes upregulated in both M. musculus liver specimen and C. elegans lysates upon exposure to glucosamine

## Figures and Tables

**Figure 1:**
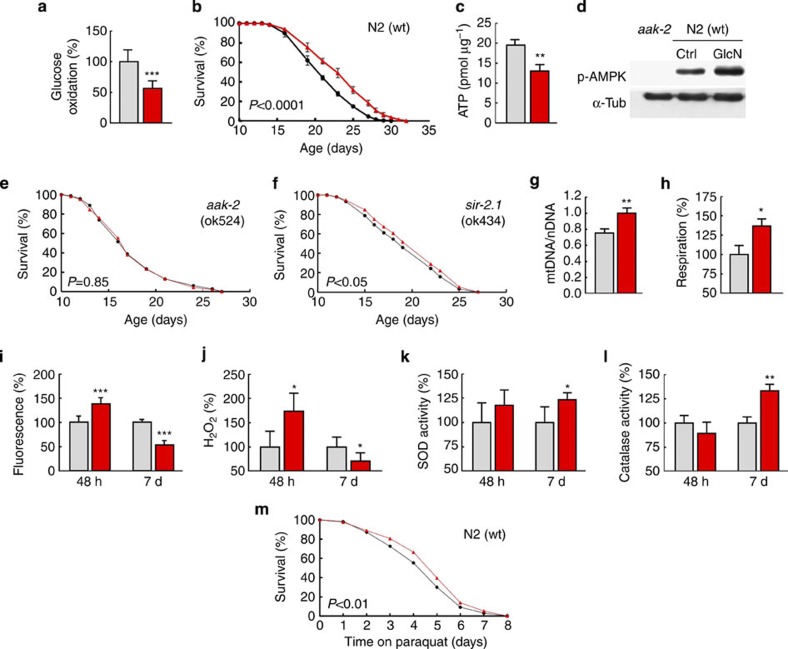
GlcN induces mitochondrial metabolism and extends *C. elegans* life span. (**a**) Glucose oxidation rates in control wild-type (wt) nematodes (grey) and wild-type nematodes exposed to GlcN (red) (*P*<0.001, Student’s *t*-test, *n*=6); colour coding applies to all subsequent panels and figures. (**b**) Life expectancy of untreated wild-type-nematodes and GlcN-treated *C. elegans* (*P*<0.0001, log-rank test, *n*=3). (**c**) ATP content at different time points in GlcN- and untreated nematodes (*P*<0.01, Student’s *t*-test, *n*=3). (**d**) Representative western blot of whole-worm lysates in the presence and absence of GlcN in wild-type worms, as well as untreated AAK-2-deficient worms. (**e**) Life span assay on AAK-2-deficient nematodes in the presence and absence of GlcN (*P*=0.85, log-rank test, *n*=3). (**f**) Life span assay on SIR-2.1-deficient nematodes (*P*<0.05, log-rank test, *n*=3). (**g**) mtDNA content normalized to nuclear DNA content in whole worms in the presence and absence of GlcN (*P*<0.01, Student’s *t*-test, *n*=3). (**h**) Relative respiration rates of whole worms (*P*<0.05, Student’s *t*-test, *n*=3), and (**i**) relative MitoTracker Red CM-H_2_X fluorescence of whole worms in the presence and absence of GlcN at different time points (*P*<0.001, Student’s *t*-test, *n*=3). (**j**) Relative Amplex Red fluorescence in suspensions of alive nematodes (*P*<0.05, Student’s *t*-test, *n*=3). (**k**) Relative superoxide dismutase activities (*P*<0.05, Student’s *t*-test, *n*=3). (**l**) Relative catalase activities (*P*<0.01, Student’s *t*-test, *n*=3); and (**m**) survival on PQ exposure, all in the presence and absence of GlcN, respectively (*P*<0.01, log-rank test, *n*=3). The bars represent the mean+s.d. *P<0.05, **P<0.01, ***P<0.001 versus control.

**Figure 2:**
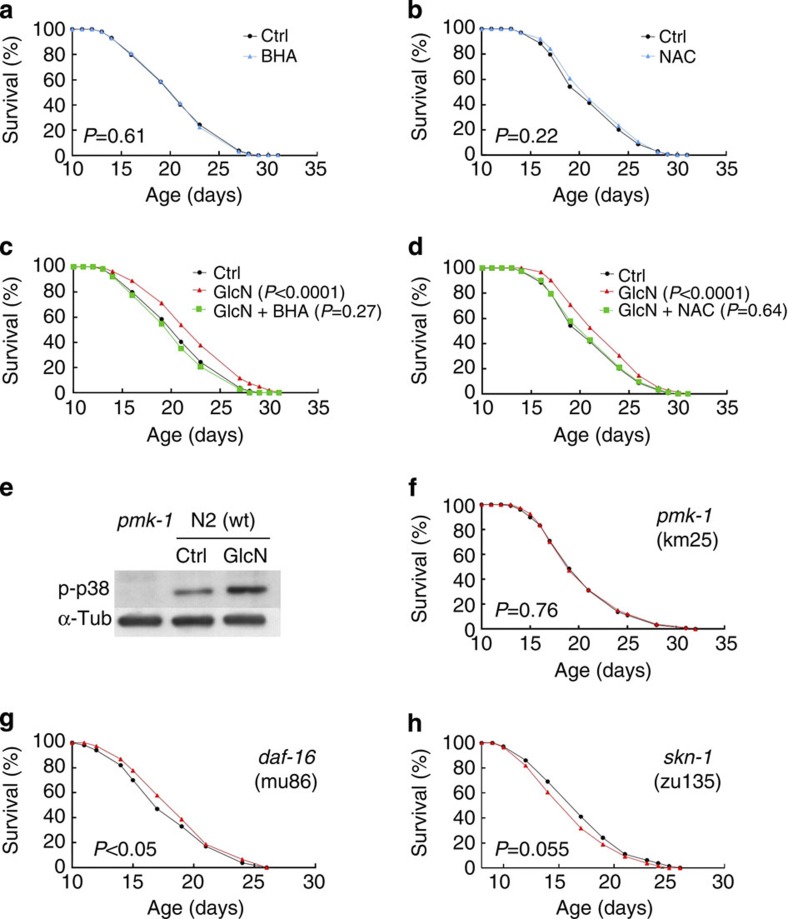
GlcN-induced ROS formation is required for life span extension. Life span assays of N2 wild-type (wt) nematodes in the presence and absence of the antioxidants (**a**) BHA (*P*=0.61, log-rank test, *n*=3) and (**b**) NAC (*P*=0.22, log-rank test, *n*=3). Life span assays of N2 wild-type worms on GlcN (*P*<0.0001, log-rank test, *n*=3), as well as in the co-presence of (**c**) BHA (green; *P*=0.27, log-rank test, *n*=3) and (**d**) NAC (green; *P*=0.64, log-rank test, *n*=3). (**e**) Representative western blot of whole-worm lysates in the presence and absence of GlcN in wild-type worms, as well as untreated PMK-1-deficient worms. Life span assay on (**f**) PMK-1-deficient nematodes in the presence and absence of GlcN (*P*=0.76, log-rank test, *n*=6) on (**g**) DAF-16-deficient nematodes (*P*<0.05, log-rank test, *n*=3) and on (**h**) SKN-1-deficient nematodes (*P*=0.055, log-rank test, *n*=3), all in the presence and absence of GlcN.

**Figure 3:**
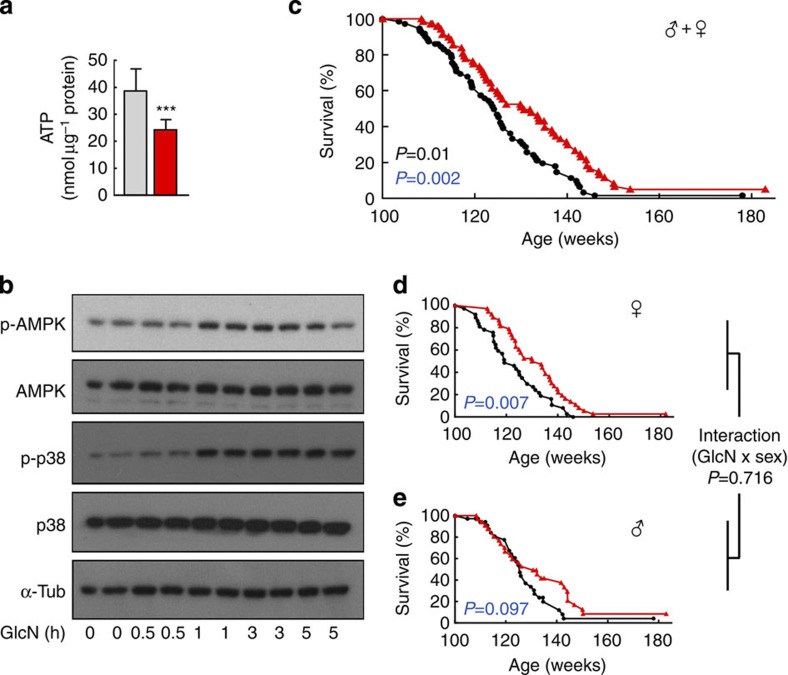
GlcN promotes hepatic energy depletion and increases life span in ageing mice. (**a**) ATP content of HepG2 cells exposed to GlcN for 30 min (bars represent mean+s.d. ***P<0.001 versus unexposed; Student’s *t*-test, *n*=8). (**b**) Representative western blots of HepG2 cells following exposure to GlcN for indicated durations using indicated primary antibodies. (**c**–**e**) Survival curves of C57BL/6NRj mice on a GlcN-containing diet starting at an age of 100 weeks (red) in comparison with control mice. (**c**) Survival of combined male and female C57BL/6NRj mice (log-rank: *P*=0.002; Cox regression: *P*=0.01; *n*=74 control mice and *n*=72 mice on GlcN-containing diet). (**d**) Survival of female C57BL/6NRj mice (log-rank: *P*=0.007; *n*=37 control mice and *n*=38 mice on GlcN-containing diet). (**e**) Survival of male C57BL/6NRj mice (log-rank: *P*=0.097; *n*=37 control mice and *n*=34 mice on GlcN-containing diet); *P*-values that were obtained using Cox regression analyses (including interaction term for ‘treatment by sex’) are given in black font, *P*-values that were calculated using the log-rank test are given in blue font. Controls are always depicted in black or grey colour, whereas GlcN-treatment is depicted in red.

**Figure 4:**
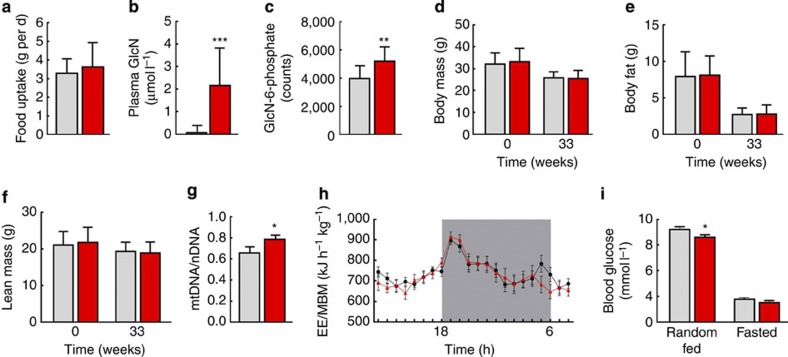
Metabolic consequences of GlcN supplementation. (**a**) Food uptake of C57BL/6-NRj mice (both sexes) chronically exposed to GlcN (red) and respective controls (grey). (**b**) Plasma levels of GlcN in mice (both sexes) on a GlcN-containing diet in comparison with control mice (F(1,33)=27.67, *P*<0.001, *n*=18 control mice and *n*=19 GlcN-fed mice). (**c**) Hepatic levels of GlcN-6-phosphate (F(1,16)=8.74, *P*<0.01, *n*=10 control mice and *n*=10 GlcN-fed mice). (**d**–**f**) Body mass and body composition parameters in such mice. (**g**) Relative mtDNA content in liver specimen (F(1,21)=5.05, *P*<0.05, *n*=12 control mice and *n*=13 GlcN-fed mice). (**h**) Energy expenditure normalized to metabolic body mass of such mice; calculated means for every hour during day, grey area reflects dark phase of the light cycle. (**i**) Random fed (F(1,36)=4.49, *P*<0.05, *n*=20 control mice and *n*=20 GlcN-fed mice) as well as fasting blood glucose levels in such mice. Controls are always depicted in black and grey colour, whereas GlcN-treatment is depicted in red. The bars represent the mean+s.d. *P<0.05, **P<0.01, ***P<0.001 versus control; two-way ANOVA.

**Figure 5:**
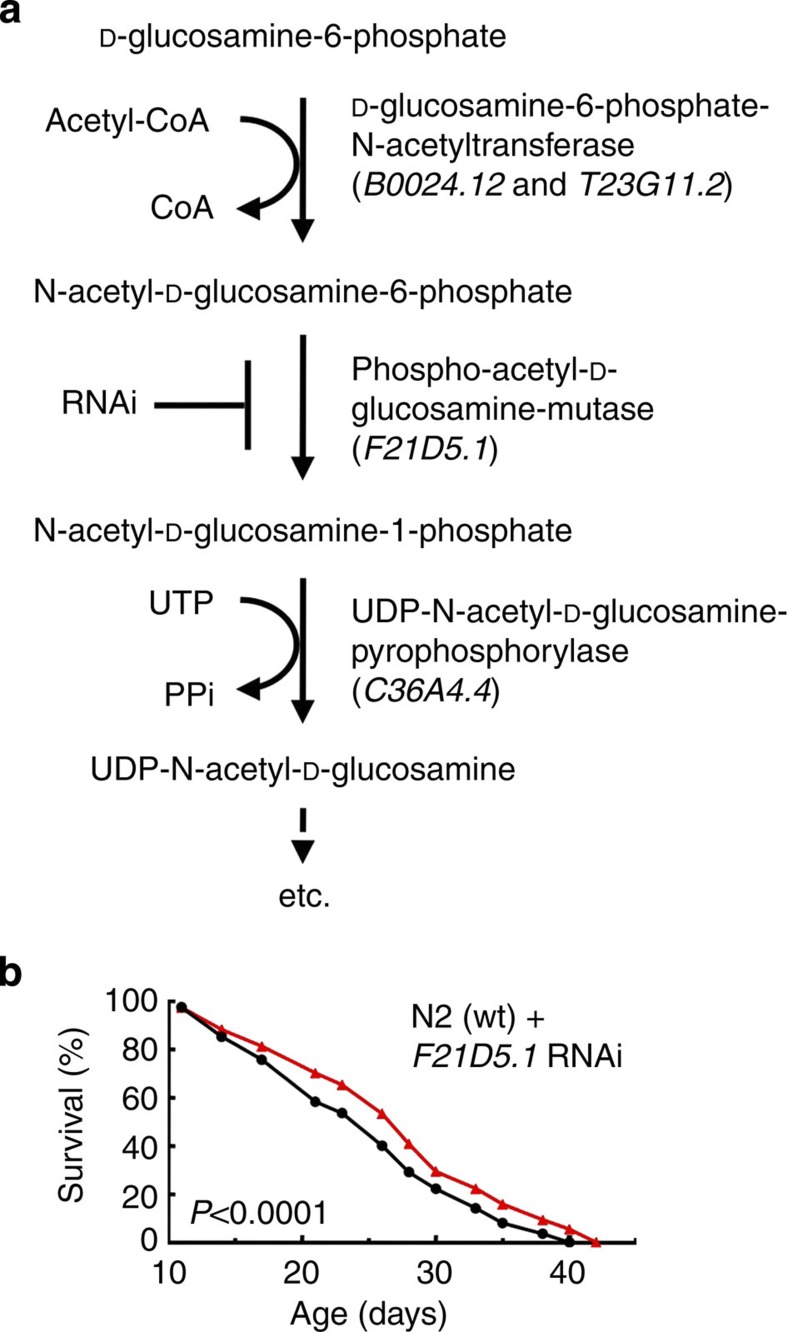
GlcN extends life span independent of the hexosamine pathway. (**a**) Schematic overview on initial enzymatic steps of GlcN metabolism (so-called hexosamine pathway), and the corresponding *C. elegans* orthologues. (**b**) Life span analysis in *C. elegans* treated with RNAi against *F21D5.1* (phospho-acetyl-D-glucosamine-mutase) in the presence (red) and absence of GlcN (*P*<0.0001, log-rank test, *n*=1).

**Figure 6:**
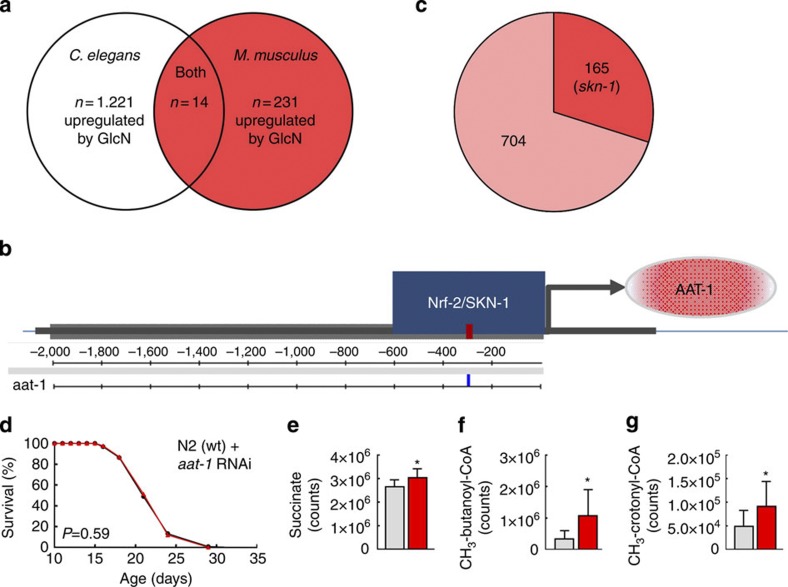
GlcN induces amino-acid uptake and catabolism to extend life span. (**a**) Venn analysis of RNAseq-based mRNA expression levels of genes uniformly upregulated in both *C. elegans* (whole-worm lysates) and *M. musculus* (liver). (**b**) *In silico* promoter analysis of *aat-1* regarding putative binding sites for SKN-1/NRF-2. (**c**) Percentage of SKN-1-dependent genes upregulated following exposure to GlcN in nematodes. (**d**) Life span analysis of nematodes exposed to RNAi against the amino-acid transporter *aat-1* in the presence (red) and absence (black) of GlcN (*P*=0.59, log-rank test, *n*=3). (**e**–**g**) Tissue levels of succinate (F(1,16)=6.46, *P*=0.022, *n*=10 control mice and *n*=10 GlcN-fed mice) (**e**); methyl-butanoyl-CoA (F(1,16)=5.65, *P*=0.03, *n*=10 control mice and *n*=10 GlcN-fed mice) (**f**); and methyl-crotonyl-CoA (F(1,16)=7.97, *P*=0.012, *n*=10 control mice and *n*=10 GlcN-fed mice) (**g**) in liver specimen of mice on a GlcN-containing diet in comparison with control mice. Controls are always depicted in grey colour, whereas GlcN-treatment is depicted in red. The bars represent the mean+s.d. *P<0.05 versus control; two-way ANOVA.

**Table 1:** Results and statistical analyses of *C. elegans* life span assays.

**Strain, substance and solvent**	Maximum life span (d) (± s.d.)*	**Mean life span (d) (± s.d.)**	**P-value (versus control, see footnotes)**	**Number of experiments (n)**	**Number of nematodes (n)**
N2 H_2_O (1)	25.00±0.0	22.01		1	135
N2 100 μM GlcN (1)	27.00±0.0	23.82	<0.0001^‡^	1	138
N2 H_2_O (2)	25.00±0.0	21.59		1	135
N2 100 μM GlcN (2)	27.00±0.0	23.67	<0.0001^‡^	1	137
N2 H_2_O (3)	25.00±0.0	21.52		1	150
N2 100 μM GlcN (3)	27.00±0.0	23.14	<0.0001^‡^	1	124
N2 H_2_O (blinded)	24.00±0.0	20.98		1	107
N2 100 μM GlcN (blinded)	26.00±0.0	22.72	<0.0005^‡^	1	126
N2 H_2_O (HIT^†^ bacteria)	28.00	25.52		1	131
N2 100 μM GlcN (HIT^†^ bacteria)	32.00	27.99	<0.0001^§^	1	138
N2 H_2_O	25.00±0.0	21.71±0.3		3	420
N2 10 μM GlcN	25.00±0.0	22.20±0.3	<0.01^‡^	3	428
N2 100 μM GlcN	27.00±0.0	23.54±0.3	<0.0001^‡^	3	399
N2 1 mM GlcN	26.33±1.2	23.33±0.3	<0.0001^‡^	3	442
N2 H_2_O	25.00±0.0	21.50**±**0.6		3	357
N2 100 μM GlcN	27.00±0.0	23.53**±**0.4	<0.0001^‡^	3	408
N2 1 mM GlcN	27.33**±**0.6	23.82**±**0.5	<0.0001^‡^	3	286
N2 10 mM GlcN	27.00±0.0	24.05**±**0.2	<0.0001^‡^	3	286
*aak-2* (ok524) H_2_O	19.67**±**1.2	17.63**±**0.3		3	397
*aak-2* (ok524) GlcN	19.67**±**1.2	17.60**±**0.3	NS^||^	3	397
*sir-2.1* (ok434) H_2_O	22.67**±**0.6	19.50**±**0.4		3	294
*sir-2.1* (ok434) GlcN	23.00±0.0	20.14**±**0.4	<0.05^¶^	3	315
N2 DMSO	23.67**±**1.15	21.06**±**0.42		3	348
N2 GlcN	25.00±0.0	22.53**±**0.8	<0.0001^#^	3	305
N2 BHA	23.00±0.0	20.96**±**0.29	NS^#^	3	320
N2 GlcN/BHA	23.00±0.0	20.67**±**0.16	NS^#^	3	325
N2 H_2_O	24.33**±**1.2	21.38**±**0.3		3	370
N2 GlcN	25.33**±**0.6	22.42**±**0.4	<0.0005^‡^	3	338
N2 NAC	24.67**±**1.5	21.73**±**0.4	NS^‡^	3	372
N2 GlcN/NAC	24.33**±**1.2	21.05**±**0.4	NS^‡^	3	346
*pmk-1* (km25) H_2_O	24±0.0	20.46**±**0.3		6	456
*pmk-1* (km25) GlcN	24±0.0	20.76**±**0.3	NS^**^	6	388
*daf-16* (mu86) H_2_O	21.00±0.0	18.27**±**0.3		3	443
*daf-16* (mu86) GlcN	21.00±0.0	19.01**±**0.3	<0.05^††^	3	431
*skn-1* (zu135) H_2_O	19.67**±**1.2	17.34**±**0.5		3	200
*skn-1* (zu135) GlcN	19.00±0.0	16.64**±**0.5	NS^‡‡^	3	190
*F21D5.1* RNAi/H_2_O	30.0	24.46		1	184
*F21D5.1* RNAi/100 μM GlcN	35.0	28.24	<0.0001^§§^	1	178
*aat-1* RNAi/H_2_O	20.00**±**0.4	21.78**±**0.3		3	214
*aat-1* RNAi/100 μM GlcN	20.00**±**0.4	21.59**±**0.3	NS^||||^	3	225

NS, not significant.*75th percentile; †HIT, heat-inactivated;

‡Controls: N2 H_2_O; ^§^N2 H_2_O HIT bacteria; ||*aak-2* (ok524) H_2_O; ¶*sir-2.1* (ok524) H_2_O; #N2 DMSO; **pmk-1 (km25) H_2_O; ††*daf-16* (mu86) H_2_O; ‡‡*skn-1*(zu135) H_2_O; §§*F21D5.1* RNAi/H_2_O; ||||*aat-1* RNAi/H_2_O.

How the deposited data were processed for this re-analysis (not part of the article)

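RNA from whole *C. elegans* (6 control libraries and 6 libraries from worms exposed to 100 µM GlcN) and from mouse liver (6 control mice and 6 mice fed GlcN at 10 g per kg of diet) was analysed from the deposited gene counts. The authors made single reads of 50 nt, mapped them to ce10 or mm10 with TopHat 1.4.1, kept uniquely mappable reads and counted them per RefSeq gene with HTSeq in its union mode, 1 column per library and without normalization. The deposited values were checked to be whole numbers with a different total in each column. The paper's text gives neither the HTSeq version nor its strand setting, so reads of overlapping and antisense genes, and of close copies such as the small heat-shock genes, the collagens and *Saa1* and *Saa2*, cannot be told apart with certainty.

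Groups were taken from the sample labels. Library numbers are unique to a group and pair nothing. The libraries behind the authors' tables were found by matching the group means printed there to means of normalized counts over every choice of 5 or 6 libraries per group. For the worms the match left out GlcN library 11, whose median Spearman correlation with the other worm libraries was 0.979, and for the livers it kept all 12. No 2 libraries were duplicates, with a smallest chi-square per degree of freedom of 2.87 between a pair. That pair was worm control libraries 2 and 6, and either of them with another control gave 27.6 to 55.0. GlcN worm libraries 7, 8 and 12 gave 5.00 to 8.38 among themselves, and the other pairs of GlcN worm libraries 16.8 or more. The tests treat the libraries as independent, which this check does not establish.

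Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM scaling, filterByExpr with a minimum count of 10 and a minimum total of 15, quasi-likelihood test in the form of earlier edgeR versions, Benjamini-Hochberg adjustment, threshold 0.05) without covariates. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Levels are given as CPM from TMM-scaled library sizes. The test covered 12737 genes in the worms and 11825 in the livers. Total counts lay between 12.1 and 25.0 Mio per worm library and between 12.2 and 21.9 Mio per liver. For genes outside the filter, fold changes come from a fit without it.

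Gene lists with at least 5 tested members (25 for the worms, 30 for the livers) were compared with all other genes by camera in limma 3.58.1 on log2 CPM (prior count 2, preset correlation 0.01), with an estimated correlation and with fry beside it, which tests a list against no change. A list of sperm proteins, and lists of mast cells, erythroid cells, gall bladder and gut, pancreas, fat and kidney, had no test as sets in the group comparison, and the mouse ones are given per liver. The lists were fixed before the data were examined, many of them with the paper's tables in view. Single genes were also compared by exact two-sided permutation tests of log2 CPM with 0.5 added.

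The named genes follow a rule that was also fixed beforehand: the 10 genes with the smallest p per species and direction among those past the threshold (none in the livers), genes that the paper's text names, the 2 to 4 leading members of each list described, the 10 leading genes per direction of the authors' lists and members of 10 protein families. Values in the paper's tables had been seen by then. From the genes under the rule, those in the text were picked after their values were seen, as were the lists drawn in the plots, and many genes under the rule are not named or reported here.

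The tests were checked on data simulated from the control means, library sizes and dispersions of the real data, with 200 genes changed. In the worms, 44 of 67 genes changed 1.5-fold, 62 of 67 changed 2-fold and 64 of 66 changed 4-fold were found, with 9 false calls among 179. In the livers the counts were 6 of 67, 31 of 67 and 58 of 66, with 1 false call among 96. Each gene was drawn on its own, so differences shared by many genes of a library are not in these data.

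Alternatives were DESeq2 size factors, other filters on low counts, the Wald test of DESeq2 1.42.0, edgeR's exact test with a dispersion per gene or a common one, a robust fit, limma's voom with quality weights, leaving out each library, all 12 worm libraries and, for the livers, *Xist* as a covariate. Scaling by library totals alone, the exact test with a common dispersion on unscaled totals of all genes, the newer quasi-likelihood method of edgeR, and the livers without numbers 31, 33 and 35 were added after the data were seen. Splits of the libraries into other groups, 100 per species, were fitted in the same way. Tables and plots were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

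The search for SKN-1 motifs in promoters was not run, since no worm genome sequence was at hand. The list of genes shared between the species in Supplementary Data 3 was not used here.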

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

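The tests of single livers, of depth, of β-catenin signalling, of *Xist* and of embryos were chosen only after the results were seen.

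The mouse genes that the paper lists as higher stood high in 1 or a few livers. Of these 245 genes, 238 were highest, among the GlcN livers, in liver 31, 33 or 35. Above every control, 101 genes had 1 GlcN liver, 90 had 2, 40 had 3, 12 had 4, 1 had 5 and 1 had all 6. Without liver 35, 42.4% of the 245 genes were no longer called by edgeR's exact test with 1 dispersion for all genes on library totals. This setting was added after the data were seen. The share was 41.6% without liver 33, 12.7% without liver 31 and at most 1.63% without another GlcN liver. It was 3.67% to 27.8% without 1 control liver, and 10 of 245 remained without livers 31, 33 and 35. The lowest total of the 3 livers, 12.26 Mio counts, lay within the 12.2 to 21.9 Mio of the other livers, which argues against depth. In liver 33 the β-catenin targets had a median 2.12 log2 units above the other livers (highest other liver 0.39, and -1.99 in liver 35), and 5 of that list's 21 genes are in the paper's list of higher genes and 19 are expressed at 1 CPM or more in control livers, so the list is not independent of the pattern. Tissue taken with liver 33 stays open, since the fat list reached 1.23 there and so met the bound of 1 set before the test. The highest of 6 abundant transcripts of fat, pancreas and kidney, picked after the values were seen, was 0.409 CPM. The gall bladder and gut list, outside that test, stood at 2.09 in liver 33 and at most at 0.28 in another liver. Of its 13 genes, 7 are in the paper's list of higher genes. A lesion, an infection or a response of single animals to GlcN was not tested.

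Female-biased liver genes were lower in the GlcN group, with a median log2 fold change of -1.76, 0 of 20 past the test and a camera call that was lost with an estimated correlation (adjusted p = 0.822). With *Xist* as a covariate the median was 0.38. Unequal numbers of *Xist*-expressing livers in the groups (3 control livers and 1 GlcN liver) would give such a change. The Y-linked *Ddx3y* had at most 0.311 CPM in these livers and 56.4 CPM or more in the others. By these transcripts the GlcN group held fewer female livers than the control group. In GlcN liver 31, which expressed *Xist*, the list stood 2.30 log2 units above the other livers, but *Hao2* (0.929 CPM) and *Cyp2a22* (12.1 CPM) were low there, against 65.3 CPM or more for each in the 3 controls. Of the 34 genes of the list, 20 are in the paper's list of lower genes, so the list is not independent of it. Any effect of GlcN on these genes within a sex stays open, with 1 *Xist*-expressing GlcN liver.

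Cuticlins and genes of moulting were higher in GlcN worms, the moulting list not with an estimated correlation (adjusted p = 0.143 from camera), while of 86 cuticle collagens 17 rose and 6 fell, with a median of -0.15. Over the scalings the smallest median was 96.6% of that with TMM, which argues against scaling. The zygotic regulators had a median log2 fold change of 0.00934 (SD over the members 0.24), which argues against more embryos with TMM. With library totals, which move the median of all genes from -0.05 to 0.05, it was 0.102, and there the test does not decide. Over the list alone, 4 of the 24 regulators were higher and 0 lower. The intestine list had a median of -0.0106 (SD 0.14), and of 0.09 with library totals. With TMM this argues against fewer germ cells as a rise of all somatic genes, and with library totals the test does not decide. Per library, the medians of the germ line and intestine lists had opposite signs except in libraries 1, 7, 10 and 12. All 31 germ line genes were negative (median -0.16, and -0.27 with all 12 libraries) and the yolk list was at -0.22. A smaller share of germ cells thus stays open in part. Later embryos, a shift in the timing of the adult worms and a direct effect of GlcN on the epidermis stay open.

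In splits of the worm libraries into other groups, 4 of 100 gave as many higher genes as the real grouping, itself included. The real count was 672 and the highest other 1583, and this share lies 1 split under the bound of 5 in 100. The splits were drawn from 462 possible ones, so a share this near the bound does not exclude chance. For lower genes 6 of 100 gave as many (real 29, highest other 2284), so chance is not excluded there either. A split with 1 GlcN library in its group of 5 called 935 genes higher and 1186 lower. Such splits point to a structure of the samples, which the shares do not take into account. In the livers the real counts are 0, so that 100 of 100 splits for higher and 100 of 100 for lower genes had to give as many (highest other 9 for each), and the splits decide nothing.

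Dixon's test singles out a library in about 1 in 20 groups by chance. It did so in 2 of 108 worm groups of values and in 44 of 92 mouse groups, but many of the mouse genes were taken from the top of the paper's lists or as leading members of gene lists, some already seen to be high in 1 liver, so the mouse count is no test against chance. In the worms these were *che-3* in control library 2 (3.66 CPM) and the total of control library 1 (25.0 Mio counts). Liver 35 had the lowest median Spearman correlation with the other livers, 0.886. *aat-1* had 19.5 CPM in worm library 11, which the paper's table leaves out.

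In liver 33 the test singled out *Slc7a11* (29.1 CPM), *Rian* (454 CPM), *Meg3* (275 CPM), *Duoxa1* (40.4 CPM), *Car4* (18.2 CPM), *Hao2* (2.86 CPM), *Slc1a4* (71.3 CPM), *Axin2* (114 CPM), *Rhbg* (284 CPM), *Glul* (10053 CPM), *Cbr3* (32.7 CPM), *Gstm3* (961 CPM), *Tuba8* (55.4 CPM), *Tubb2b* (4.64 CPM), *Adcy8* (2.05 CPM), *Ihh* (24.5 CPM) and *Cpe* (54.4 CPM). In liver 35 it singled out *Slc7a8* (247 CPM), *En2* (73.9 CPM), *Cd209f* (116 CPM), *Cd5l* (3774 CPM), *Siglec1* (846 CPM), *Ddit4* (72.1 CPM), *Tgfb3* (38.9 CPM), *Lhx8* (10.7 CPM) and *Hk2* (119 CPM). In liver 31 it singled out *Saa2* (11638 CPM), *Saa1* (10210 CPM), *Tpsb2* (25.5 CPM), *Cyp2b13* (10.7 CPM), *Sult2a5* (6.89 CPM), *Sult2a3* (18.1 CPM), *A1bg* (776 CPM), *Cyp3a16* (147 CPM) and *Prtn3* (98.3 CPM), and in liver 32 *Dmbt1* (48.7 CPM). Liver 31 was the only GlcN liver that expressed *Xist*. *Cyp2b13*, *Sult2a5*, *Sult2a3*, *A1bg* and *Cyp3a16* are in the paper's list of lower genes. For these genes Dixon's test cannot tell a liver that stands apart from a difference in sex. Among control livers it singled out *Glul* (709 CPM), *Tuba8* (6.13 CPM) and *Lhx8* (0.346 CPM) in liver 25, *Dnahc11* (19.2 CPM) in liver 28, and *Cd209f* (1.50 CPM), *Duoxa1* (0.125 CPM) and *Siglec1* (126 CPM) in liver 29.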

How the results depend on the processing

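The tests on library totals, with a common dispersion on totals of all genes, with edgeR's newer quasi-likelihood method and without livers 31, 33 and 35 were chosen only after the results were seen.

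The groups hold 5 or 6 libraries, the sex of the mice is not labelled, and the strand setting of the counts is not known. No paired analysis was possible because the groups share no replicate numbers. The SKN-1 motif scan was not run. The filters on low counts and leaving out the filter gave no value of their own for genes that they drop or that were fitted without it. Where a setting moved a value, the cause was not tested.

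The 672 higher worm genes became 1560 with voom, 1050 with library totals and 1236 with edgeR's exact test with a common dispersion on totals of all genes. Leaving out a library gave 487 to 709. The 29 lower worm genes became 46 with DESeq2, 55 with the exact test with a dispersion per gene, 1151 with voom, 16 with library totals and 16 without library 12, and leaving out a library gave 16 to 42. Of 13 worm lists past the threshold with camera, 4 remained with an estimated correlation, and 8 lists passed fry, which tests a list against no change and not against the other genes. With library totals the medians of the antioxidant, glycolysis, hexosamine and intestine lists turned positive. In the livers, the 0 higher genes became 1 with DESeq2, 2 with the exact test with a dispersion per gene, 125 with a common one and 261 with a common one on totals of all genes, and the 0 lower genes became 2, 41 and 51 with the 3 exact tests. Leaving out a liver gave 0 to 0 for both. Of 10 mouse lists, 0 remained with an estimated correlation, and 0 lists passed fry.

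*Slc7a8* passed with a common dispersion (log2 fold change 1.28) and with it on totals (1.51), and it was -0.26 without liver 35 and -0.39 without livers 31, 33 and 35 (-0.26 to 1.67 leaving out 1 liver). *Slc7a11* passed with the same tests (3.43 and 3.59), and it was -1.197 without liver 33 and -1.26 without the 3 livers (-1.197 to 3.70). *Slc13a3* passed with them too (1.69 and 1.75), and it was -0.10 without the 3 livers (1.17 to 1.90). With voom the log2 fold changes of *Slc7a8*, *Slc7a11* and *Slc13a3* were 0.38, 0.28 and 0.59. *aat-1* kept its call throughout (0.41 to 0.48 leaving out 1 library).

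Without livers 31, 33 and 35 the sign changed for 21 other named genes: *En2* -0.0123, *Cd209f* -2.12, *Duoxa1* -1.90, *Saa2* -0.74, *Car4* -0.12, *Tpsb2* -0.0286, *Saa1* -0.64, *Slc1a4* -0.77, *Rhbg* -0.38, *Cd5l* -0.34, *Siglec1* -0.50, *Prtn3* -0.66, *Cbr3* -0.54, *Gstm3* -1.01, *Ddit4* -0.41, *Atf3* -0.58, *Tuba8* -0.45, *Tubb2b* -0.97, *Tgfb3* -0.72, *Cpe* -1.43 and *Hk2* -1.21. Leaving out 1 liver changed it for 13 of them, with the lowest value without liver 31 for *Saa2* (-0.98 to 5.17), *Saa1* (-0.84 to 4.64) and *Tpsb2* (-0.0090 to 6.123), without liver 33 for *Duoxa1* (-0.54 to 9.68), *Rhbg* (-0.46 to 2.53), *Gstm3* (-0.35 to 1.66), *Tuba8* (-0.0792 to 3.12), *Tubb2b* (-0.10 to 2.16) and *Cpe* (-1.27 to 1.63), and without liver 35 for *Cd209f* (-2.31 to 8.60), *Siglec1* (-0.24 to 2.69), *Tgfb3* (-0.49 to 1.53) and *Hk2* (-0.29 to 1.73). With voom it changed for *Gstm3* (-0.32), *Ddit4* (-0.00103), *Tuba8* (-0.0849), *Tgfb3* (-0.34), *Cpe* (-0.69) and *Hk2* (-0.19). *skn-1* was 0.0863 with voom, 0.0022 without library 6, 0.0293 without library 10, 0.0115 with library totals and 0.0112 with a common dispersion on totals (-0.18 to 0.0293 leaving out 1 library).

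The settings were run for only a part of the named genes, and *dpy-10*, *abu-11*, *tnt-2*, *Exoc8* and *Pprc1* are among those left out of the tallies. Among the genes run, outside the transporters, the calls of 39 were gained and of 2 lost with a common dispersion. With it on totals 43 were gained and 1 lost, with a dispersion per gene 6 were gained and with voom 7. Library totals gained 2 and lost 1, DESeq2 and its size factors lost 1 each, other filters lost 2 each and all 12 worm libraries lost 3. With all 12 worm libraries *tnt-2*, outside the tallies, lost its call too. *hog-1* lost its call without any of libraries 1, 2, 3, 6, 8, 9, 10 and 12, *nit-1* without any of 1, 3, 4, 5, 6, 7, 8, 9 and 12, and *dve-1* without any of 1, 2, 3, 4, 7, 9 and 12, at log2 fold changes of 0.50 to 0.68, -0.41 to -0.34 and 0.41 to 0.54 over all libraries left out. *gst-4* (-0.52 to -0.35) gained one without library 2 or 9, and *nac-1* (0.39 to 0.54) and *lim-4* (0.44 to 0.62) without library 6.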

Differences from the paper's values

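The exact test with a common dispersion on library totals of all genes, also with a liver left out, was chosen only after the result was seen.

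For the worms the paper's table lists 1235 genes as higher, and the quasi-likelihood test called 672. Of the alternatives set before the data were examined, the exact test with a dispersion per gene (836) and voom (1560) close the gap to within a factor of 1.5. DESeq2 size factors (659), no filter (740), a mean CPM of at least 1 (635), DESeq2 (699), the exact test with a common dispersion (749), the robust fit (667), all 12 libraries (700) and leaving out a library (487 to 709) do not. voom also called 1151 genes lower, far from the 37 of the paper's table. All 672 genes are among the paper's 1235, while 14 of the 29 lower genes called here are among the paper's 37, of which 16 were not tested here. The exact test with a common dispersion on library totals of all genes, added after the data were seen, gives 1236 higher and 37 lower genes and drops 0 of the paper's genes.

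For the livers the paper's table lists 245 genes as higher and 48 as lower, the paper's text gives 231 as higher, and the quasi-likelihood test called 0 and 0. Of the alternatives set before the data were examined, none closes the gap for the 245 or the 231: the exact test with a common dispersion gives 125, with a dispersion per gene 2, DESeq2 1, and the others 0. DESeq2 in its default setting gives no p to genes with an extreme count in 1 liver, so its count says little about such genes. For the 48 lower genes the exact test with a common dispersion (41) closes it, and the others, with 2 for a dispersion per gene and 0 for the rest, do not. The exact test with a common dispersion on library totals of all genes, added after the data were seen, gives 261 higher and 51 lower genes and drops 0 of the paper's genes. With 1 dispersion for all genes, a gene that is high in 1 liver can pass. Of the paper's 245 genes, 101 had 1 GlcN liver above every control, 90 had 2, 40 had 3, 12 had 4, 1 had 5 and 1 had 6. Without liver 35, 42.4% of the 245 were no longer called by that added test.

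The paper states that *Slc7a8*, *Slc7a11* and *Slc13a3* were induced, with log2 fold changes in its table of 1.26, 3.50 and 1.70. The log2 fold changes here are 1.28, 3.44 and 1.69, and none of the 3 passed the quasi-likelihood test.

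The paper gives 30 to 40 Mio reads per sample, and the counts assigned to genes were 12.1 to 25.0 Mio per library. The first are reads and the second are uniquely mapped reads within genes, so they measure different things, and no alternative bears on them.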

Other observations

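The test of embryos was chosen only after the results were seen, while the lists below were written beforehand, some of them with the paper's tables in view.

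Beside the germ line and neuronal genes, other worm lists moved as sets without single genes past the test. Genes of the respiratory chain (0 of 25 past the test, median log2 fold change -0.14, adjusted p = 0.00771 from camera) and of yolk (0 of 6, median -0.22, adjusted p = 0.0181) were lower. Both calls were lost with an estimated correlation (adjusted p = 0.507 for each). All 5 other splits with calls kept libraries 2, 6, 7 and 8 together and libraries 5 and 9 in the other group, which is a structure of the samples that the labels do not name.

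Of 14 SKN-1 targets, *nit-1* fell with a log2 fold change of -0.37 (adjusted p = 0.0365 from the quasi-likelihood test, 0.204 with all 12 libraries from the same test) and 0 rose, with *nit-1* and *gst-4* (-0.42) lower over the list alone. As a set they were lower (adjusted p = 0.0294 from camera), which was lost with an estimated correlation (adjusted p = 0.433). *skn-1* itself had a log2 fold change of -0.09 (standard error 0.16, adjusted p = 0.782 from the quasi-likelihood test, p = 0.634 from an exact permutation test), and its sign changed under several settings. Of 5 genes of mitochondrial stress, *dve-1* rose (0.47, adjusted p = 0.0287 from the quasi-likelihood test), a call lost without any of libraries 1, 2, 3, 4, 7, 9 and 12. Of 28 genes of body muscle, *tni-1* (0.47) and *unc-38* (0.68) rose and *tnt-2* (-0.45) fell, the last not with all 12 libraries (-0.34, adjusted p = 0.141 from the quasi-likelihood test), and of 24 zygotic regulators *unc-120* (0.41) rose, all of these named after the values were seen. No gene passed among 13 of antioxidant enzymes, 8 of glycolysis, 7 of the citrate cycle, 6 of hexosamine synthesis, 14 of AMPK and insulin signalling, 9 DAF-16 targets, 19 of the intestine and 15 of innate immunity. The median and camera differ in sign for AMPK and insulin signalling (median 0.03, camera lower), the intestine (median -0.01, camera higher) and the cuticle collagens (median -0.15, mean 0.02, camera higher with adjusted p = 0.750).

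In the livers, lists of branched-chain amino-acid breakdown (0 of 24, median -0.22, adjusted p = 6.36e-05 from camera), the urea cycle and amino-acid breakdown (0 of 41, median -0.22, 7.74e-05), periportal genes (0 of 13, median -0.43, 8.00e-05), PPARα targets (0 of 20, median -0.27, 0.000244), B cells (0 of 7, median -0.89, 0.00384) and mesothelium (0 of 7, median -1.14, 0.00363) were lower, and proliferation genes (0 of 22, median 0.31, 0.00992) higher. Every one was lost with an estimated correlation (adjusted p = 0.822), none passed fry, and in liver 35 alone the urea cycle list stood at -1.34. With *Xist* as a covariate, the camera calls of the urea cycle (median -0.06, adjusted p = 0.252) and proliferation (0.20, 0.470) lists were lost. The branched-chain list then had a median of -0.10 (adjusted p = 0.0185 from camera). The periportal (-0.23), PPARα (-0.13), B cell (-0.92) and mesothelium (-0.88) lists kept their camera calls. Over a list alone, *Pprc1* (0.64) was higher among genes of mitochondrial biogenesis, *Rian* and *Meg3* among imprinted genes, and *Hao2* and *Cyp2a22* lower among female-biased genes. No gene passed among glycolysis (17), gluconeogenesis (7, with *Pck1* at -0.94, standard error 0.36), hexosamine synthesis (13), NRF2 (24) and ATF4 (20) targets, antioxidant enzymes (20), β-catenin targets (19), acute-phase proteins (26), neutrophils (8), Kupffer cells (13), T and NK cells (11), cholangiocytes (7), stellate cells (12), endothelium (12), circadian genes (14), lipogenesis (14) and interferon response (16). The median and camera differ in sign for acute-phase proteins (median 0.22, camera lower) and the interferon response (median -0.04, camera higher), and the median and mean for antioxidant enzymes (-0.02 and 0.01).

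Single livers stood apart in lists that were not tested as sets: mast cells in liver 31 (5.299 log2 units above the other livers), erythroid cells in livers 35 (2.63) and 31 (1.87), and gall bladder and gut in liver 33 (2.09). Imprinted genes in liver 33 (2.33), ATF4 targets there (1.31) and acute-phase proteins in liver 31 (1.80) also stood apart. Of the neutrophil list, 16 of 18 genes are in the paper's list of higher genes, of the Kupffer cell list 4 of 15, of the mast cell list 8 of 13, of the erythroid list 7 of 19 and of the gall bladder and gut list 7 of 13, so these lists are not independent of it. *Exoc8*, named after its values were seen, was higher in all 6 GlcN livers (15.0 to 18.1 CPM) than in every control (10.7 to 13.0 CPM, log2 fold change 0.50, adjusted p = 8.79e-05 from DESeq2), and the quasi-likelihood test did not call it (log2 fold change 0.49, standard error 0.09, adjusted p = 0.954). How many of the 11825 tested genes separate the groups in this way was not counted, so the separation alone is no evidence of an effect of GlcN. The groups also differ in their share of female livers.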
